# Accurate timekeeping is controlled by a cycling activator in *Arabidopsis*

**DOI:** 10.7554/eLife.00473

**Published:** 2013-04-30

**Authors:** Polly Yingshan Hsu, Upendra K Devisetty, Stacey L Harmer

**Keywords:** circadian rhythm, transcription factors, evening element, phase, Arabidopsis

## Abstract

Transcriptional feedback loops are key to circadian clock function in many organisms. Current models of the *Arabidopsis* circadian network consist of several coupled feedback loops composed almost exclusively of transcriptional repressors. Indeed, a central regulatory mechanism is the repression of evening-phased clock genes via the binding of morning-phased Myb-like repressors to evening element (EE) promoter motifs. We now demonstrate that a related Myb-like protein, REVEILLE8 (RVE8), is a direct transcriptional activator of EE-containing clock and output genes. Loss of RVE8 and its close homologs causes a delay and reduction in levels of evening-phased clock gene transcripts and significant lengthening of clock pace. Our data suggest a substantially revised model of the circadian oscillator, with a clock-regulated activator essential both for clock progression and control of clock outputs. Further, our work suggests that the plant clock consists of a highly interconnected, complex regulatory network rather than of coupled morning and evening feedback loops.

**DOI:** http://dx.doi.org/10.7554/eLife.00473.001

## eLife digest

We live in a world with a 24-hr cycle in which day follows night follows day with complete predictability. Life on earth has evolved to take advantage of this predictability by using circadian clocks to prepare for the coming of night (or day), and plants are no exception. Even in constant darkness, characteristics such as leaf movements show a constant cycle of around 24 hr.

Most circadian clocks rely on negative feedback loops involving various genes and proteins to keep track of time. In one of these feedback loops, certain genes—called morning-phased genes—are expressed as proteins during the day, and these proteins prevent other genes—called evening-phased genes—from producing proteins. As night approaches, however, a second feedback loop acts to stop the morning-phased genes being expressed, thus allowing the evening-phased genes to produce proteins. And as day approaches, expression of these genes is stopped and the whole cycle starts again.

Many of the genes and proteins involved in the circadian system of *Arabidopsis thaliana*, a small flowering plant that is widely used as a model organism, have been identified, and its circadian clock was thought to rely almost entirely on proteins called repressors that block the transcription of genes. Now, Hsu et al. have shown that the Arabidopsis clock also involves proteins that increase the expression of certain genes at specific times of the day.

Hsu et al. focused on the promoter regions of evening-phased genes: these regions are stretches of DNA that proteins called transcription factors bind to and either encourage the expression of a gene (if the protein is a transcriptional activator) or block its expression (as a transcriptional repressor). In particular, they focused on a protein called RVE8 that is most strongly expressed in the afternoon and, based on previous research, is thought to activate the transcription of genes. Using genetically modified plants in which the gene for RVE8 can be turned on and off, they found that this protein led to increases in the expression of some genes, and reductions in the expression of others.

Further analysis showed that RVE8 was able to activate the expression of evening-phased genes directly, without requiring that new proteins be made first. By contrast, morning-expressed genes were likely to be suppressed by RVE8 via an indirect mechanism that involved other proteins that had previously been activated by RVE8. The expression of RVE8 itself is regulated by other clock genes and also by an undefined post-transcriptional process. Therefore rather than consisting of a morning feedback loop coupled to an evening feedback loop, with both loops being based on repressors, the plant clock is instead better viewed as a highly connected network of activators and repressors. Further research is clearly necessary to understand this unexpected complexity in the circadian clock of Arabidopsis.

**DOI:** http://dx.doi.org/10.7554/eLife.00473.002

## Introduction

Circadian clocks are widespread in nature, presumably because they help diverse organisms prepare for predictable day/night cycles. Although specific components are not widely conserved, eukaryotic clocks are composed of interlocking negative transcriptional feedback loops (Harmer, 2009). In Arabidopsis, the first-identified clock genes function in a double negative feedback loop, with two morning-phased Myb-like transcription factors, CIRCADIAN CLOCK ASSOCIATED 1 (CCA1) and LATE ELONGATED HYPOCOTYL (LHY), repressing expression of an evening-phased pseudo-response regulator, TIMING OF CAB EXPRESSION 1 (TOC1 or PRR1), which in turn represses expression of *CCA1* and *LHY* (Schaffer et al., 1998; Wang and Tobin, 1998; Strayer et al., 2000; Alabadi et al., 2001; Gendron et al., 2012; Huang et al., 2012; Pokhilko et al., 2012). CCA1 and LHY also promote the expression of *PRR7* and *9*, two day-phased genes, and are in turn repressed by these PRRs and their homolog PRR5, forming another negative feedback circuit (Farre et al., 2005; Nakamichi et al., 2010). Finally, TOC1, GIGANTEA (GI), and the evening complex components including LUX ARRHYTHMO (LUX), EARLY FLOWERING 3 (ELF3) and 4 (ELF4), act in double negative feedback loops with CCA1, LHY, and PRR7 and 9 (Fowler et al., 1999; Park et al., 1999; Dixon et al., 2011; Helfer et al., 2011; Nusinow et al., 2011; Huang et al., 2012; Pokhilko et al., 2012). Thus most characterized clock components repress expression of other clock components.

A *cis*-regulatory element named the evening element (EE) [(A)AAATATCT] has been found to be central to circadian clock function in plants. 

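The positions below are those of the TAIR10.1 assembly of the *Arabidopsis* genome, with its own gene annotation. A promoter is taken as the 1500 bp upstream of the translational start, searched on both strands for the short EE, AAATATCT, and for the long EE, AAAATATCT. *TOC1* (AT5G61380) lies on the forward strand of chromosome 5 from 24674963 to 24678550 and has 2 EE sites, both of the long form. The site at 24675501 to 24675508 sits in an exon of the 5′ UTR, 31 bp upstream of the start codon, within the sequence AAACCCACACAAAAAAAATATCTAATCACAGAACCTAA. The other, at 24674812 to 24674819, sits 720 bp from the start codon and 143 bp upstream of the transcript, within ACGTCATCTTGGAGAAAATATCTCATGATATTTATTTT. *PRR5* (AT5G24470), on the reverse strand of chromosome 5 from 8356204 to 8358546, has 5 sites, of which 4 are the long form. The site nearest to its start codon lies at 8358726 to 8358733, 179 bp upstream, within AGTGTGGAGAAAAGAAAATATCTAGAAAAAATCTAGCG, and the farthest lies 1416 bp upstream. The annotated *PRR5* model has no 5′ UTR, so all of its sites are upstream of the transcript. *GI* (AT1G22770) lies on the forward strand of chromosome 1 from 8061751 to 8067790. Its 3 long EE sites are 1229, 1416 and 1447 bp from the start codon, upstream of the transcript, and the first of them is in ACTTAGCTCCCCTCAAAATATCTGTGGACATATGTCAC. *LUX* (AT3G46640) lies on the forward strand of chromosome 3 from 17183070 to 17185354 and has 3 sites. Only the site at 17182990 to 17182997 is the long form, 250 bp from the start codon, within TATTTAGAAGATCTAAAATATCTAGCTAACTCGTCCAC. *ELF4* (AT2G40080) is a gene of 1 exon on the reverse strand of chromosome 2 from 16734294 to 16734912. It has 5 sites upstream of the transcript, of which 4 are the short form. The long form lies at 16735481 to 16735488, 600 bp from the start codon, within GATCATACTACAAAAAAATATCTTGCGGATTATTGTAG, and the nearest short EE is 58 bp from the start codon.

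**Figure D1:**
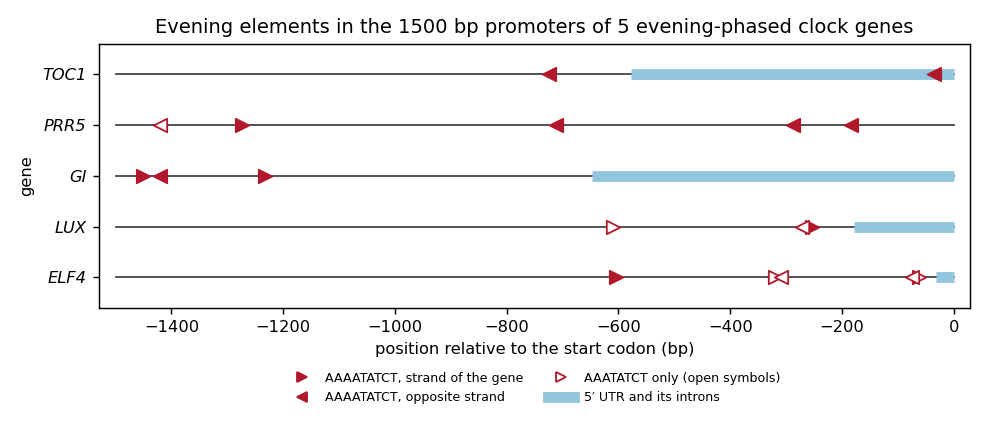
EE sites in the 1500 bp upstream of the translational start of *TOC1*, *PRR5*, *GI*, *LUX* and *ELF4*, drawn to scale with the distance from the start codon in bp on the x axis. Filled marks are the long EE and open marks the short EE only, and blue marks the 5′ UTR and its introns. *PRR5* and *ELF4* have the most sites, 5 each.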

Most evening-phased central clock genes (including *TOC1*, *PRR5*, *GI*, *LUX* and *ELF4*) contain the EE in their promoter regions (Covington et al., 2008; Harmer, 2009) and the two morning-phased components, CCA1 and LHY, bind directly to the EE to repress evening-phased clock gene expression (Alabadi et al., 2001). The EE was first identified by its overrepresentation in the promoters of evening-phased genes (Harmer et al., 2000) and is sufficient to confer evening-phased expression on a reporter gene (Harmer and Kay, 2005). In addition to these two morning-phased transcriptional repressors that act via the EE, two pieces of evidence suggest that there is also a transcriptional activator(s) present in the afternoon that regulates the EE. First, if only repressors bind to the EE, loss of protein binding to the EE should result in constitutively high expression of EE-regulated genes; however, mutation of the EE causes decreased expression of an EE-regulated reporter gene (Harmer and Kay, 2005). Second, an afternoon/evening-phased activity that specifically binds the EE is present in plant extracts and persists in *cca1 lhy* mutants, consistent with the existence of a clock-regulated, afternoon-phased activator of the EE (Harmer and Kay, 2005). A clock-regulated activator of the EE might help to explain why evening-phased clock genes are expressed with a circadian rhythm in *cca1 lhy* plants rather than being arrhythmic (Mizoguchi et al., 2002).

A candidate activator of the EE is REVEILLE 8/ LHY-CCA1-LIKE 5 (RVE8/LCL5) (Farinas and Mas, 2011; Rawat et al., 2011). RVE8 has been shown to bind to the EE in vitro and in planta, and its protein levels display a circadian rhythm that peaks in the afternoon (Gong et al., 2008; Rawat et al., 2011). Furthermore, *rve8* loss of function mutations cause a long circadian period (Farinas and Mas, 2011; Rawat et al., 2011) which is opposite to the phenotypes of *cca1* or *lhy* loss of function mutants (Green and Tobin, 1999; Mizoguchi et al., 2002). However, despite its ability to bind to the EE in the *TOC1* and *PRR5* promoters in planta, loss of RVE8 function does not significantly affect the transcript levels of these evening genes (Farinas and Mas, 2011; Rawat et al., 2011; Hsu and Harmer, 2012), perhaps due to genetic redundancy or complex feedback regulation within the clock system. Here, we used an inducible RVE8 line and genome-wide expression profiling to identify hundreds of clock-regulated genes controlled by RVE8. Experiments with an inhibitor of translation revealed that most evening-phased clock genes are directly induced by RVE8. Consistent with RVE8 acting via the EE regulatory motif, we found that genes induced by RVE8 are enriched for the EE in their promoter regions. Furthermore, plants mutant for *RVE8* and its two closest homologs, *RVE4* and *RVE6*, have lost the afternoon-phased EE-binding activity. Finally, *rve4 rve6 rve8* triple mutants display an extremely long circadian period, with delayed and reduced expression of evening-phased clock genes. Together, these data suggest a considerably revised model of the plant clock, with an indispensable role for activators of transcription within the circadian regulatory network. Our work shows that rather than consisting of discrete, interlocked feedback loops, the plant circadian oscillator is more accurately described as a highly interconnected complex network.

## Results

### RVE8 activity is stronger in the afternoon

To identify RVE8 target genes, we generated a line with rapidly inducible RVE8 activity. A translational fusion between RVE8 and the glucocorticoid receptor (GR), driven by the native *RVE8* promoter, was introduced into *rve8-1* plants. GR fusion proteins are held in the cytoplasm unless the synthetic ligand for GR, dexamethasone (DEX), is applied, which allows the chimeric factor to move into the nucleus (Picard et al., 1988). Both *rve8-1* and *rve8-1 RVE8::RVE8:GR* plants have a long-period phenotype that is only rescued by DEX treatment of the *rve8-1 RVE8::RVE8:GR* line (Figure 1A,B), demonstrating that the RVE8:GR fusion protein retains RVE8 function and acts in a drug-inducible manner.

**Figure 1.**
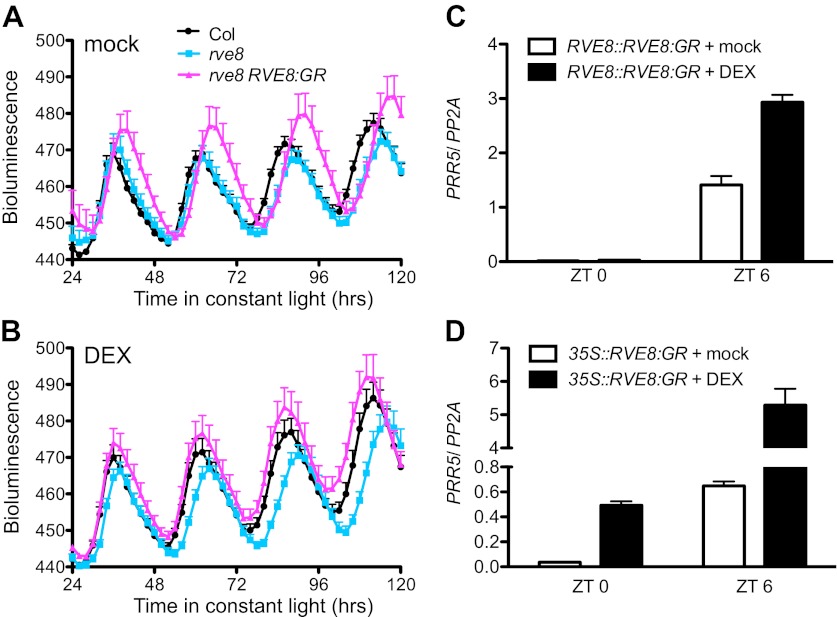
Activation of *PRR5* by RVE8 induction is stronger in the afternoon. (**A**) and (**B**) Luciferase activity in mock (**A**) and DEX-treated (**B**) Col, *rve8-1* and *rve8-1 RVE8::RVE8:GR* plants transgenic for the *CCR2::LUC* reporter. Plants were entrained in 12:12 light/dark (LD) cycles for 6 days and then sprayed with 30 µM DEX or 0.05% ethanol (mock treatment) plus luciferin before release to constant red light (30 µEi) for imaging of bioluminescence. Mean + SEM from 17 to 25 plants are represented. (**C**) and (**D**) Transcript levels of *PRR5* in response to induction of RVE8 activity in *rve8-1 RVE8::RVE8:GR* (**C**) or *rve8-1 35S::RVE8:GR* (**D**) at different time of day. 30 µM DEX or 0.05% ethanol (mock) was applied at the times indicated and the plants were harvested 2 hr later. Expression levels were quantified by qRT-PCR and normalized to *PP2A*. Mean ± SEM from three biological replicates are represented. **DOI:** http://dx.doi.org/10.7554/eLife.00473.003

We next examined the ability of DEX-inducible RVE8-GR to activate expression of a known RVE8 target, the evening-phased clock gene *PRR5* (Rawat et al., 2011). Since RVE8 protein levels are circadian-regulated, with peak protein abundance in the subjective afternoon (Rawat et al., 2011), we tested the ability of RVE8 to activate *PRR5* after DEX induction in the morning or afternoon. Induction of *PRR5* by RVE8 is much stronger when RVE8 activity is induced in the afternoon (Zeitgeber Time 6 [ZT6], or 6 hr after lights on) than when RVE8 is induced in the morning (ZT0) (Figure 1C). Similarly, although induction of constitutively expressed *RVE8* (*35S::RVE8:GR*) in the morning (ZT0) is sufficient to induce *PRR5*, this induction is much stronger when the DEX treatment is given in the afternoon (ZT6) (Figure 1D). These data indicate the ability of RVE8 to induce target genes is gated, with maximum activity in the afternoon.

### RVE8 preferentially regulates clock-controlled genes, inducing evening genes and repressing morning genes

To globally identify RVE8 target genes, we induced RVE8 activity near the time of normal peak RVE8 protein accumulation (Figure 2A) and used RNA-seq analysis to characterize the transcriptome in response to RVE8 induction (experimental design, Figure 2B; analysis summary, Supplementary file 1A,B). 

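The RNA-seq experiment used *rve8-1* plants and *rve8-1 RVE8::RVE8:GR* plants, referred to as *rve8* and *RVE8:GR*. The GR fusion protein stays in the cytoplasm until DEX, a synthetic steroid, lets it enter the nucleus. *rve8* plants have no fusion protein, so their response to DEX is the control for the effects of DEX itself. Seedlings were 7 to 8 days old in the paper's methods and 7 days old in the sample labels. They were treated at ZT4 and harvested 4 hr later, at ZT8. The DEX concentration is 30 µM in the paper and 30 mM in the sample labels, and the mock treatment was 0.05% ethanol. Each combination of line and treatment has 3 libraries, 12 in all. Strand-specific libraries were made by the dUTP method and sequenced together. The authors filtered the reads by quality, removed adapters, separated the libraries by barcode and aligned the reads with BWA to the representative TAIR 10 cDNA models. Only reads on the reverse strand were counted, and the authors deposited the counts per gene model without normalization. The methods do not state how a read that matches several models equally well was counted.
The table holds 26245 gene models, and its 33457 empty entries were read as counts of 0. *RVE8:GR* + DEX libraries had 17762113 to 21713130 counts (median 21532592) and *RVE8:GR* + mock libraries 17487783 to 20192439 (median 19101990). The totals were 18041353 to 20292633 (median 18569227) in *rve8* + DEX and 15975840 to 16722107 (median 16247453) in *rve8* + mock, the least deeply sequenced group. At these depths 3 counts correspond to 0.138 to 0.188 CPM (counts scaled to a common library size). A gene was tested if it had at least 1 CPM in at least 3 libraries, the paper's own filter, which 19961 genes passed. Counts were scaled by TMM factors, which lay between 0.959 and 1.047. The 4 groups were fitted together, with 3 libraries per group as replicates.
Within groups, the Spearman correlation of log2 CPM across genes was 0.989 to 0.995. The biological coefficient of variation was 0.0824. Every pair of replicates differed by more than sampling noise, with a chi-square per degree of freedom of 4.26 to 11.2, so none was counted as the same library deposited again. The highest value was between *rve8* + mock libraries 1 and 3. The 10 most abundant genes took 7.01 to 9.62% of the counts of a library. With 3 libraries against 3, an exact permutation test of a single gene cannot give a p (two-sided) below 0.1.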

Verification of RNA-seq results using qRT-PCR showed excellent correlation between the two techniques, suggesting our RNA-seq results are reliable (Figure 2—figure supplement 1). 

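*RVE8:GR* + DEX plants had 414 genes higher and 271 lower than *RVE8:GR* + mock plants at an adjusted p-value under 0.01 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Against *rve8* + DEX plants, 378 genes were higher and 464 lower. DEX treatment of *rve8* alone raised 790 genes and lowered 313. A gene was grouped as RVE8-induced when it was higher in either of the first 2 comparisons and not raised by DEX in *rve8*. Of the 646 genes higher in either comparison, 146 were higher in both, 268 only against *RVE8:GR* + mock and 232 only against *rve8* + DEX. Removing the 173 that DEX also raised in *rve8* left 473 RVE8-induced genes. In the other direction, 100 genes were lower in both comparisons, 171 only against *RVE8:GR* + mock and 364 only against *rve8* + DEX. Of these 635 genes, 37 were also lowered by DEX in *rve8*, which left 598 RVE8-repressed genes. The definition moved these counts most. Only 39 of the RVE8-induced genes also had a DEX response significantly larger in *RVE8:GR* than in *rve8*, and 99 of the RVE8-repressed genes were lower in both comparisons.
Among genes called in the same direction in both comparisons, the largest increase over *RVE8:GR* + mock was that of AT4G35770, from 5.60 ± 3.10 to 32.6 ± 2.96 CPM (SD, n = 3), a log2 fold change of 2.53 (standard error 0.316). AT5G23240 rose from 7.56 ± 1.03 to 42.5 ± 4.56 CPM (SD, n = 3), a log2 fold change of 2.49 (standard error 0.117). *BCAT-2* (AT1G10070) rose by 1.97 on the log2 scale, *PDF2.1* (AT2G02120) by 1.94 and AT2G33830 by 1.92. AT5G23240 and AT2G33830 were also raised by DEX in *rve8* and are therefore not among the RVE8-induced genes. AT4G35770 also rose with DEX in *rve8*, by 1.24 on the log2 scale (standard error 0.401), but did not pass the threshold here. The paper lists it among the genes that respond to DEX in *rve8* (1.24), and removes genes raised there from its RVE8-induced set. The response of AT4G35770 to DEX was larger in *RVE8:GR* than in *rve8* by 1.29 (standard error 0.525), which did not pass either. The largest decrease was that of *CXE13* (AT3G48700), from 4.63 ± 1.51 to 1.05 ± 0.324 CPM (SD, n = 3), a log2 fold change of -2.15 (standard error 0.267). *BBX16* (AT1G73870) fell by 1.20 on the log2 scale, *SAG29* (AT5G13170) by 1.11, *MYB29* (AT5G07690) by 1.10 and *NIP6;1* (AT1G80760) by 1.06. *MYB29* was also lowered by DEX in *rve8* and is not among the RVE8-repressed genes. Against *rve8* + DEX the 5 increases were 1.47 to 2.28 and the 5 decreases -1.62 to -0.44 on the log2 scale. The adjusted p-values of these 10 genes were at most 0.0017 against *RVE8:GR* + mock and at most 0.00742 against *rve8* + DEX (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

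**Figure D2:**
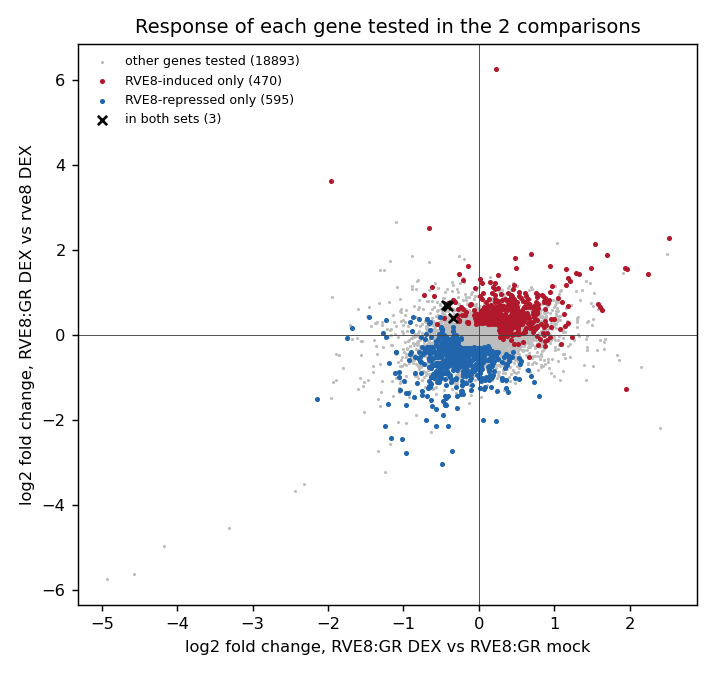
Log2 fold change of each gene tested in *RVE8:GR* + DEX against *RVE8:GR* + mock (x axis) and against *rve8* + DEX (y axis), 1 point per gene. Coloured points are the 470 genes that are RVE8-induced only, the 595 that are RVE8-repressed only and the 3 in both sets, and grey points the other 18893 genes.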

Comparing mock- and DEX-treated *RVE8:GR* and *rve8-1* plants, we found that 583 genes are specifically up- and 850 are down-regulated in response to RVE8 induction (Figure 2C,D and Supplementary file 1C–F). Interestingly, a significantly higher proportion of both the up- and down-regulated RVE8 targets are clock-controlled (Figure 2E,F, 64% and 62%, respectively) than the one-third of the transcriptome expected by chance (Covington et al., 2008; Hsu and Harmer, 2012). RVE8 thus preferentially regulates clock-controlled genes (CCGs).

**Figure 2.**
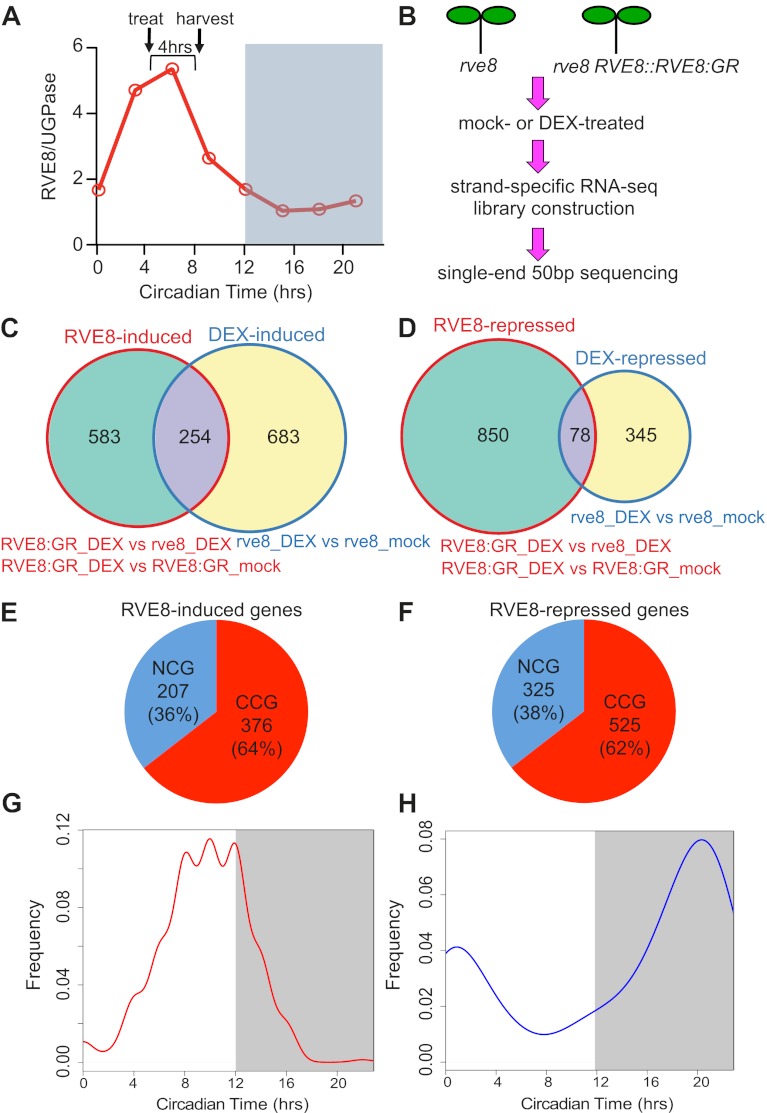
Identification of RVE8 targets by RNA-seq. RNA-seq experimental design and data analysis. (**A**) Relative timing of RVE8 induction and RVE8 protein abundance during a day. Adapted from Rawat et al. (2011). (**B**) Scheme of experimental design. (**C**) and (**D**) Weighted Venn diagrams of genes significantly responsive to RVE8 induction and/or DEX treatment. Genes up-regulated (**C**) or down-regulated (**D**) by RVE8 and/or DEX. Differentially expressed genes were identified using edgeR (Robinson et al., 2010) with an adjusted p-value <0.01 as the cutoff. Genes significantly different between ‘*RVE8:GR* + DEX’ and ‘*RVE8:GR* + mock’ or between ‘*RVE8:GR* + DEX’ and ‘*rve8* + DEX’ are grouped into the RVE8-induced (**C**) or RVE8-repressed sets (**D**) shown in red circles. Genes significantly different between ‘*rve8* + DEX’ and ‘*rve8* + mock’ are grouped into the ‘DEX-induced’ (**C**) or ‘DEX-repressed’ (**D**) sets shown in blue circles. The genes uniquely induced or repressed by RVE8 (the 583 and 850 genes shown in green areas in (**C**) and (**D**), respectively) were defined as RVE8-regulated and used for further analysis. (**E**) and (**F**) The relative proportion of clock-controlled genes (CCGs) and non-clock-controlled genes (NCGs) among RVE8 targets. RVE8-induced genes (**E**); RVE8-repressed genes (**F**). (**G**) and (**H**) Circadian phase distributions of RVE8-regulated CCGs. CCGs up-regulated by RVE8 (**G**); CCGs down-regulated by RVE8 (**H**). White box: subjective day; grey box: subjective night. X-axis, 0: subjective dawn, 12: subjective dusk. Phase estimates are from previously published data (Hsu and Harmer, 2012). See also Supplementary file 1. **DOI:** http://dx.doi.org/10.7554/eLife.00473.004

**Figure 2—figure supplement 1.**
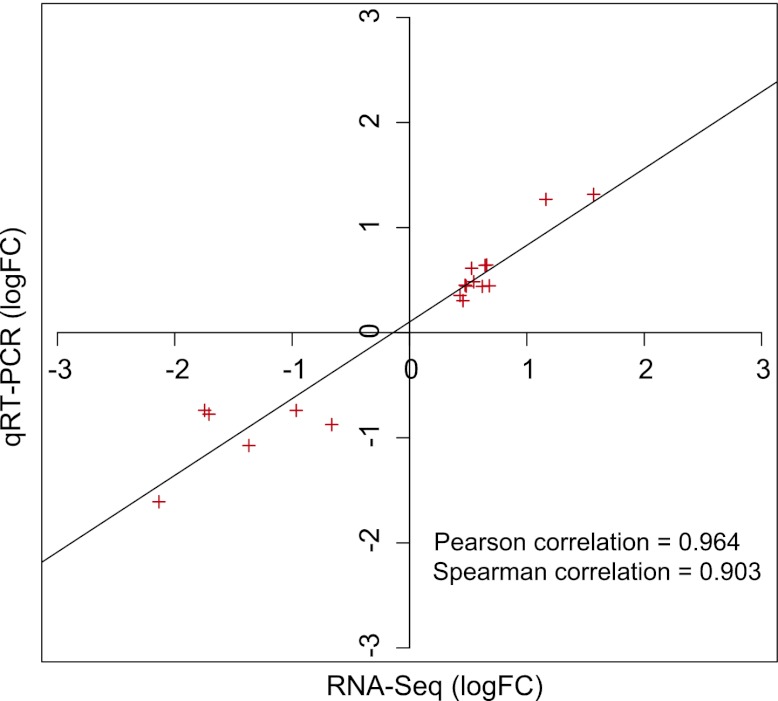
Expression levels as determined by RNA-seq and qRT-PCR are highly correlated. Expression levels of selected genes defined as RVE8-regulated in the RNA-seq experiment were examined using qRT-PCR. The logarithm of fold change values in the RNA-seq and the qRT-PCR data were plotted along with the linear regression line to examine the correlation relationship between the two methods. Pearson and Spearman correlation tests were performed in R. **DOI:** http://dx.doi.org/10.7554/eLife.00473.005

CCGs regulated by RVE8 are enriched for two complementary circadian phases, with the RVE8-induced genes enriched for an evening (Figure 2G) and the RVE8-repressed genes enriched for a morning phase (Figure 2H). Many evening-phased oscillator genes are induced by RVE8, including *PRR5*, *TOC1*, *PRR3*, *GI*, *LUX*, and *ELF4* (Supplementary file 1G). In contrast, morning-phased oscillator genes including *CCA1*, *LHY*, *RVE8* itself, and a day-phased central clock gene, *PRR9*, are found to be repressed by RVE8 (Supplementary file 1G). 

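Each of these 6 genes was highest in *RVE8:GR* + DEX. *PRR5* had 103.0 ± 4.58 CPM (SD, n = 3) in *RVE8:GR* + DEX and 46.0 ± 7.68 in *RVE8:GR* + mock, a log2 fold change of 1.16 (standard error 0.0889). Its level was 34.7 ± 2.26 CPM (SD, n = 3) in *rve8* + DEX, a log2 fold change of 1.57 (standard error 0.0909) between the lines, and 30.3 ± 1.09 CPM in *rve8* + mock. *TOC1* had 114.1 ± 5.01 CPM (SD, n = 3) in *RVE8:GR* + DEX, 73.0 ± 4.43 in *RVE8:GR* + mock and 79.1 ± 6.66 in *rve8* + DEX. Its log2 fold changes were 0.64 (standard error 0.0683) and 0.53 (standard error 0.0681). *GI*, the most abundant of the 6, had 178.9 ± 3.17, 132.9 ± 7.43 and 128.0 ± 2.29 CPM (SD, n = 3) in the same groups. It changed least over *RVE8:GR* + mock, by 0.43 on the log2 scale. *LUX* rose from 41.3 ± 3.99 to 63.5 ± 8.98 CPM (SD, n = 3) and *ELF4* from 23.8 ± 0.302 to 34.7 ± 3.25 CPM (SD, n = 3), log2 fold changes of 0.62 and 0.55. Against *rve8* + DEX their log2 fold changes were 0.66 and 0.46. For these 5 genes the adjusted p-values were at most 0.0012 against *RVE8:GR* + mock and at most 0.00498 against *rve8* + DEX (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *PRR5* and *GI* were already higher in *RVE8:GR* + mock than in *rve8* + mock, by 0.60 and 0.28 on the log2 scale, past the threshold. Part of their difference between the lines was thus present without DEX. With a library left out, *PRR5* passed there in all 12 fits and *GI* in 1. The differences there of *TOC1* (0.13), *LUX* (0.19), *PRR3* (0.45) and *ELF4* (-0.23) did not pass.
*PRR3* (AT5G60100), the least abundant of the 6, lies on the reverse strand of chromosome 5 of TAIR10.1 from 24197998 to 24201364. It had 17.3 ± 1.50 CPM (SD, n = 3) in *RVE8:GR* + DEX, 11.9 ± 1.78 in *RVE8:GR* + mock and 8.51 ± 1.61 in *rve8* + DEX. The log2 fold change was 1.02 (standard error 0.136) against *rve8* + DEX. Against *RVE8:GR* + mock it was 0.54 (standard error 0.131), with an adjusted p-value of 0.0128 in the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, which did not pass the threshold. Across the alternative settings that p-value ranged from 0.00196 to 0.0992. In both comparisons and for all 6 genes, every *RVE8:GR* + DEX library lay above every library of the other group. The libraries of 2 groups of 3 separate in either direction by chance in 10% of cases.

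**Figure D3:**
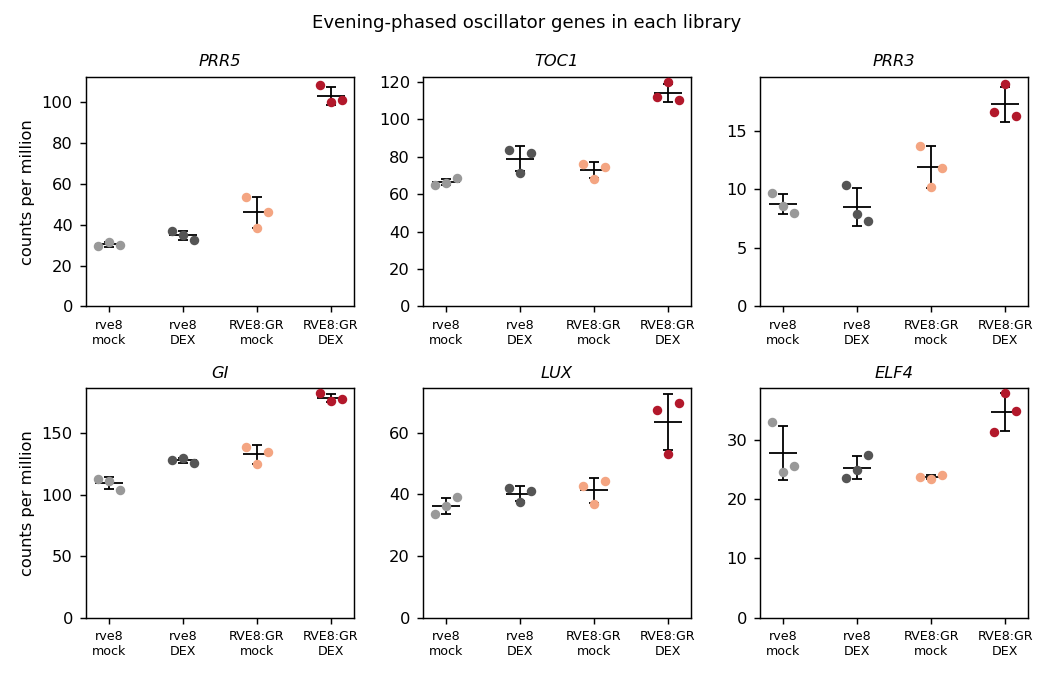
CPM of *PRR5*, *TOC1*, *PRR3*, *GI*, *LUX* and *ELF4* in each of the 12 libraries, 1 panel per gene and 1 point per library. Bars show the mean and SD of the 3 libraries of each group.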

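*RVE8* (AT3G09600), on the forward strand of chromosome 3 of TAIR10.1 from 2946239 to 2949017, is the gene mutated in both lines and carried by the transgene. Its level was 1.05, 1.33 and 0.601 CPM in the 3 *rve8* + DEX libraries and 2.06, 0.606 and 0.712 CPM in *rve8* + mock. The *RVE8:GR* libraries had 9.76, 8.76 and 8.35 CPM after mock and 5.19, 5.52 and 6.31 CPM after DEX treatment, so every *RVE8:GR* library was above every *rve8* library. The log2 fold change with DEX within *RVE8:GR* was -0.66 (standard error 0.231), with an adjusted p-value of 0.103 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Across the alternative settings the adjusted p-value ranged from 0.00611, when only the libraries of these groups were fitted, to 0.297. The counts of the model do not separate reads of the transgene from reads of the mutated gene.
*CCA1* (AT2G46830) lies on the forward strand of chromosome 2 from 19245591 to 19248915. It had 16.2 ± 0.558 CPM (SD, n = 3) in *RVE8:GR* + DEX, 52.8 ± 8.72 in *rve8* + DEX, 19.7 ± 1.02 in *RVE8:GR* + mock and 28.7 ± 2.71 in *rve8* + mock. Its log2 fold change was -1.71 (standard error 0.103) against *rve8* + DEX and -0.29 (standard error 0.107) against *RVE8:GR* + mock. *LHY* (AT1G01060), on the reverse strand of chromosome 1 from 33662 to 37840, had 2.45 ± 0.198 CPM (SD, n = 3) in *RVE8:GR* + DEX and 10.8 ± 2.66 in *rve8* + DEX, a log2 fold change of -2.13 (standard error 0.193). Against the 3.27 ± 0.193 CPM (SD, n = 3) of *RVE8:GR* + mock the log2 fold change was -0.41 (standard error 0.215). Of the comparisons with *RVE8:GR* + DEX, only those with *rve8* + DEX passed the threshold for these genes. Both genes were also lower in *RVE8:GR* + mock than in *rve8* + mock, where *LHY* was at 6.55 ± 1.38 CPM (SD, n = 3), so part of the difference between the lines was present without DEX. The log2 fold changes there were -0.54 for *CCA1* and -0.999 for *LHY*, past the threshold. The adjusted p-values against *RVE8:GR* + mock were 0.128 for *CCA1* and 0.32 for *LHY* (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).
*PRR9* (AT2G46790) lies near *CCA1*, from 19232607 to 19235179 on the forward strand. It had 6.74 ± 0.535 CPM (SD, n = 3) in *RVE8:GR* + DEX, 13.2 ± 0.715 in *RVE8:GR* + mock and 17.4 ± 2.01 in *rve8* + DEX, log2 fold changes of -0.96 (standard error 0.116) and -1.37 (standard error 0.114), both past the threshold. Of all 50-base stretches of its cDNA, 33.7% also occur in the cDNA of AT2G46670, so reads could be split between these models. AT2G46670 changed in the same direction, from 4.13 ± 0.245 to 2.09 ± 0.276 CPM (SD, n = 3) with DEX in *RVE8:GR*, a log2 fold change of -0.97.

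**Figure D4:**
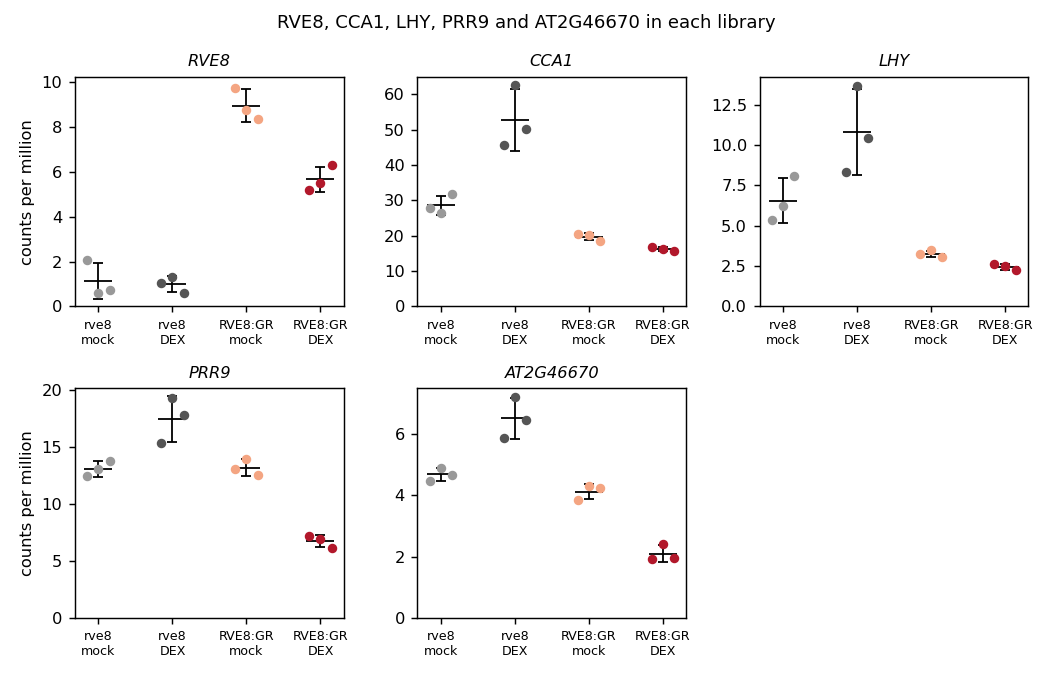
CPM of *RVE8*, *CCA1*, *LHY*, *PRR9* and AT2G46670 in each of the 12 libraries, 1 panel per gene and 1 point per library. Bars show the mean and SD of the 3 libraries of each group. *CCA1* and *LHY* are highest in *rve8* + DEX.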

Activation of evening-phased and repression of morning-phased central clock genes suggests that RVE8 acts as a key regulator within the central system.

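Whether the response to DEX itself differed between the lines was tested as the difference between the log2 fold change with DEX in *RVE8:GR* and that in *rve8*. It was positive for all 6 evening-phased genes and negative for *CCA1*, *LHY*, *PRR9* and *RVE8*. The difference passed an adjusted p-value of 0.01 for *PRR5* (0.97, standard error 0.130), *ELF4* (0.68, standard error 0.144), *CCA1* (-1.17, standard error 0.146) and *PRR9* (-1.38, standard error 0.158) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was 0.39 for *TOC1*, 0.47 for *LUX*, 0.58 for *PRR3* and 0.20 for *GI*. For *LHY* it was -1.13 and for *RVE8* -0.46. The adjusted p-values of these 6 genes, from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, were 0.026 to 0.725. In *rve8*, DEX raised *CCA1* by 0.88 (standard error 0.0989) and *LHY* by 0.72 (standard error 0.175) on the log2 scale, and both increases passed the threshold. With each library left out in turn, the increase of *CCA1* passed in all 12 fits and that of *LHY* in 2. *PRR9* rose by 0.42 and *PRR5* by 0.20 in *rve8*, neither past the threshold. Of the 10 clock genes, 9 passed the threshold in the direction of their group in at least 1 of the comparisons of *RVE8:GR* + DEX with *RVE8:GR* + mock and *rve8* + DEX. The exception was *RVE8*, whose counts were higher by 2.52 (standard error 0.305) on the log2 scale in *RVE8:GR* + DEX than in *rve8* + DEX. The number moved most, to 7, when a change of at least 1.5-fold was also required, a setting chosen after seeing the data, under which *GI* and *ELF4* did not pass. In a separate fit of the groups compared all 10 passed. From the opposite changes of the evening-phased and morning-phased clock genes after RVE8 induction, the paper proposes that RVE8 has a central regulatory place in the clock.

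**Figure D5:**
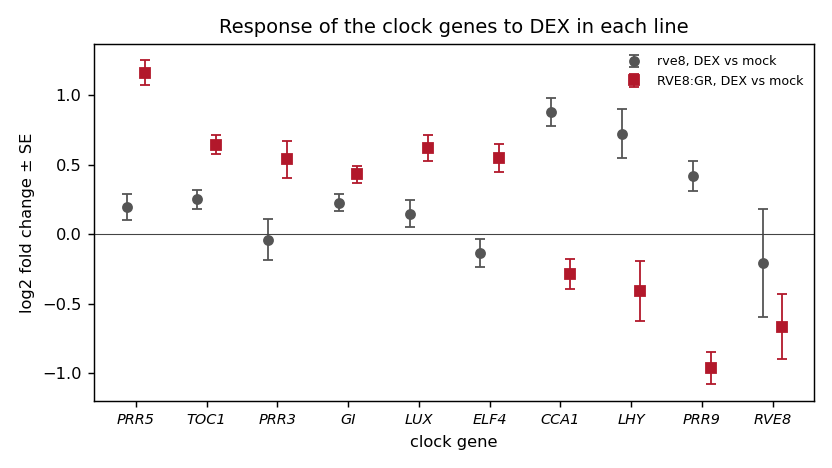
Log2 fold change with DEX against mock of the 10 clock genes in *rve8* and in *RVE8:GR* (y axis, bars of 1 standard error). The estimated responses of *CCA1*, *LHY*, *PRR9*, *PRR3* and *ELF4* have opposite signs in the lines. For none of these genes did the responses of both lines pass the threshold.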

### EE promoter motifs are enriched among RVE8-induced target genes

To identify possible in vivo RVE8 binding sites, we identified promoter motifs found more frequently than expected by chance among the CCGs up- or down-regulated in response to RVE8 induction. 

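Of the 467 RVE8-induced genes with an annotated promoter, 245 have the short EE, 52.5% (95% Wilson interval 47.9 to 57.0%). Among the other 18857 genes tested with a promoter, 3719 have it, 19.7% (95% Wilson interval 19.2 to 20.3%). The odds ratio is 4.49 (95% interval 3.73 to 5.41, Fisher's exact test, two-sided, p = 5.62e-54). The p-value is 5.62e-53 after Benjamini-Hochberg adjustment over the 10 motif tests made, 5 motifs in each of the RVE8-induced and RVE8-repressed sets. The long EE is in 33.2% of the RVE8-induced and 9.23% of the other promoters, an odds ratio of 4.89. The EE-like sequence AATATCT is in 67.7% and 40.1%, an odds ratio of 3.13. Every long EE contains the short EE, and every short EE the EE-like sequence, so these odds ratios are not separate evidence. In promoters of RVE8-repressed genes the short EE was about as frequent as elsewhere, at 18.8% (odds ratio 0.891, Fisher's exact test, p = 0.301). In 500 bp promoters it was less frequent, at 5.91% against 8.28% (odds ratio 0.696, Fisher's exact test, p = 0.0397). It was also less frequent without *rve8* + DEX replicate 3 (0.753, Fisher's exact test, p = 0.02). With any other library left out the difference was not significant, nor was it at 1000 bp (0.852, Fisher's exact test, p = 0.2). The odds ratio of the short EE in RVE8-induced genes moved most, to 7.75, when only genes higher in both comparisons were taken. By distance from the start codon, the odds ratio was 6.18 within 500 bp, 2.81 from 500 to 1000 bp and 1.66 from 1000 to 1500 bp. All RVE8-induced genes were used, and the clock-controlled subset was not analysed here. The other genes tested were not matched for phase.

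**Figure D6:**
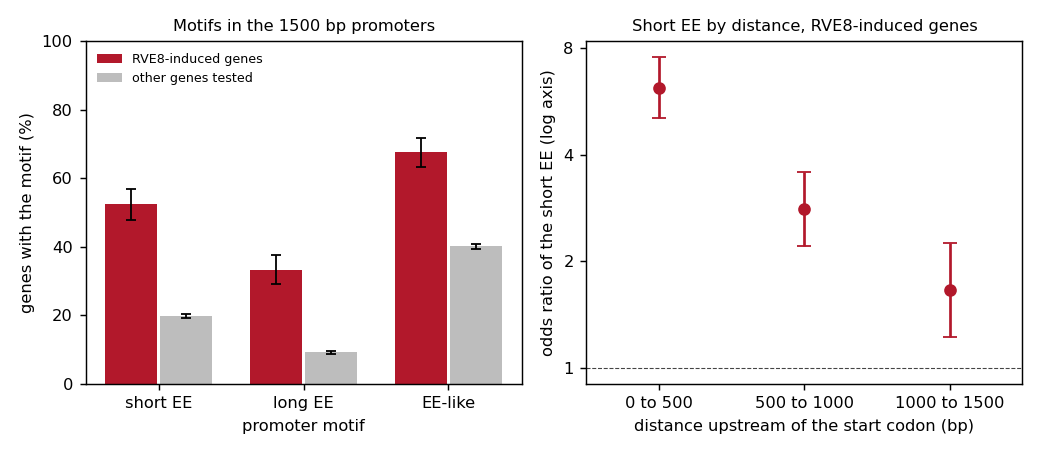
Left, percent of RVE8-induced genes and of the other genes tested with the short EE, the long EE or the EE-like sequence in their promoter, with 95% Wilson intervals. Right, odds ratio of the short EE in RVE8-induced genes by distance from the start codon in bp, on a log axis with 95% intervals.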

EE and EE-like sequences are significantly overrepresented in the RVE8-induced CCGs, both when compared to their frequency in all genes in the genome (Supplementary file 2A) and in all evening-phased CCGs (Table 1A). This indicates that RVE8 preferentially regulates evening-phased genes containing an EE or EE-like promoter sequence. Since RVE8 directly binds to the EE in vitro and in vivo (Rawat et al., 2011), this suggests that RVE8 may directly activate many evening genes via binding to the EE in their promoters.

**Table 1.** Enrichment of EE, G-box-like and ME-like motifs in CCGs regulated by RVE8 compared to their occurrence in all CCGs previously defined as either evening-phased or morning-phased (Hsu and Harmer, 2012) **DOI:** http://dx.doi.org/10.7554/eLife.00473.006

(A) Evening-phased genes (CT 8 to CT 14)						
Motif	Sequence	CCGs (2709 genes)		RVE8-induced CCGs (278 genes)		*p*
		Genes with the motif	Coverage (%)	Genes with the motif	Coverage (%)	
Short EE	AAATATCT	794	29.3	152	54.5	<2.2 × 10^−16^***
Long EE	AAAATATCT	444	16.4	104	37.5	2.06 × 10^−15^***
EE-like	AATATCT	1360	50.2	190	68.2	7.39 × 10^−09^***

(B) Morning-phased genes (CT 20 to CT 2)						
Motif	Sequence	CCGs (1572 genes)		RVE8-repressed CCGs (328 genes)		*p*
		Genes with the motif	Coverage (%)	Genes with the motif	Coverage (%)	
G-box-like	BACGTRD	1187	75.5	266	81.0	0.0317*
ME-like	CCACA	1429	90.9	308	93.9	0.08297

To determine whether the over-represented motifs found in RVE8 targets (Supplementary file 2) are enriched when compared to the morning-phased and evening-phased CCG groups, the number of genes containing the motif in each phase group was compared to that in the up- or down-regulated RVE8 targets. Fisher's exact test was performed to determine if the ratios in both groups are significantly different (*p<0.05; **p<0.01; ***p<0.001).

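The G-box-like sequence BACGTRD is in 458 of the 592 promoters of RVE8-repressed genes, 77.4%, against 67.5% of the promoters of the other genes tested (odds ratio 1.64, Fisher's exact test, p = 2.51e-07, adjusted p = 6.28e-07 by Benjamini-Hochberg over the same family of tests). The ME-like sequence CCACA is in 549 of the 592 promoters, 92.7%, against 88.1% (odds ratio 1.73, Fisher's exact test, p = 0.000347, adjusted p = 0.000694 by Benjamini-Hochberg). Both are short enough to occur in most promoters. All RVE8-repressed genes were used here, and the other genes tested were not matched for phase. The paper's Table 1B compares within morning-phased clock-controlled genes, and that comparison was not made here. Among the genes lower in both comparisons, the odds ratios were 1.57 for the G-box-like sequence (Fisher's exact test, p = 0.0661) and 1.19 for the ME-like sequence (Fisher's exact test, p = 0.754). With the region upstream of the transcription start in place of the translational start, the ME-like sequence had an odds ratio of 1.21 (Fisher's exact test, p = 0.207). With 1000 bp and 500 bp promoters its odds ratios were 2.18 (Fisher's exact test, p = 7.24e-12) and 2.10 (Fisher's exact test, p = 8.11e-18). In promoters of RVE8-induced genes the G-box-like sequence was also more frequent, at 72.8% (odds ratio 1.28, Fisher's exact test, p = 0.021, adjusted p = 0.035 by Benjamini-Hochberg). The ME-like sequence was not (odds ratio 1.07, Fisher's exact test, p = 0.717). The G-box-like excess in RVE8-induced promoters was lost at 1000 bp (odds ratio 1.13, Fisher's exact test, p = 0.204) but not at 500 bp (1.28, p = 0.0101). It was also lost among genes called in both comparisons (1.37, Fisher's exact test, p = 0.2). Leaving out *rve8* + DEX replicate 1 (Fisher's exact test, p = 0.241) or *rve8* + mock replicate 2 (p = 0.0508) lost it, and leaving out any other library did not.

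**Figure D7:**
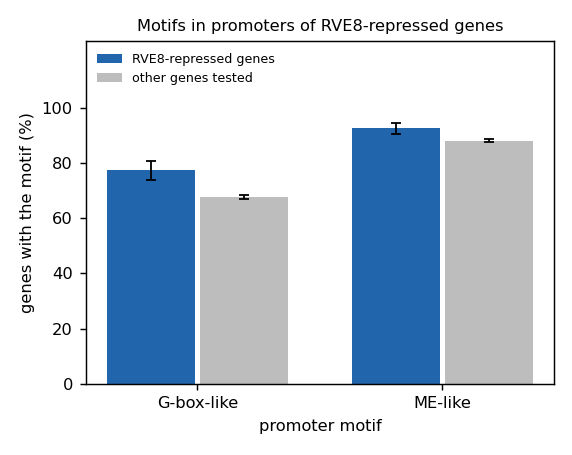
Percent of RVE8-repressed genes and of the other genes tested with the G-box-like or the ME-like sequence in their promoter, with 95% Wilson intervals. The other genes are at 67.5% and 88.1%.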

Among CCGs repressed by RVE8, we found motifs related to the G-box and morning element (ME) to be overrepresented when compared to all genes in the genome (Supplementary file 2B). Since most RVE8-repressed genes are also morning-phased CCGs (Figure 2H), we compared the frequency of these motifs between RVE8-repressed and all morning-phased CCGs. Unlike our results for the EE, the G-box and ME motifs are found at a similar rate in RVE8-repressed and in phase-matched CCGs (Table 1B). The similar frequency of these two motifs in these two groups indicates that RVE8 activity is not preferentially correlated with the morning-phased related *cis*-regulatory elements. The preferential correlation of RVE8 activity with the EE, but not with the morning-associated motifs, suggests that RVE8 may directly activate evening-phased clock genes that then go on to repress morning-phased CCGs.

### RVE8 directly activates evening genes but represses morning genes indirectly

To investigate whether RVE8 regulates morning and evening clock genes directly or indirectly, we induced RVE8 activity in the presence of cycloheximide (CHX), a protein synthesis inhibitor, and then examined transcript levels of genes identified as RVE8-regulated in our RNA-seq experiment. Genes regulated by RVE8 both in the presence or absence of CHX would be considered direct targets while those only regulated by RVE8 in the absence of CHX would be considered indirect targets. CHX treatment increased the accumulation of transcripts regulated by the nonsense mediated mRNA decay (NMD) pathway (Carter et al., 1995; Arciga-Reyes et al., 2006; Kurihara et al., 2009), suggesting that CHX treatment reduced or blocked translation as expected (Figure 3—figure supplement 1A–C). Consistent with a role for RVE8 in activation of evening genes via direct binding to the EE, all of the EE-containing, evening-phased central clock and output genes examined are robustly induced by RVE8 even in the presence of CHX (Figure 3A–F). In contrast, the RVE8-mediated repression of expression of all tested morning genes is reduced or abolished in the presence of CHX (Figure 3—figure supplement 1D–G), suggesting that RVE8 represses these genes indirectly. In the case of *PRR9*, induction of RVE8 in the presence of CHX actually causes increased expression levels rather than the decrease seen in the absence of CHX (Figure 3—figure supplement 1E). RVE8-mediated activation of *PRR9* is likely masked in the absence of CHX by the concomitant induction of strong repressors of *PRR9* expression such as *TOC1* and *LUX* (Helfer et al., 2011; Gendron et al., 2012; Huang et al., 2012) (Figure 3C,E) and is only revealed when the translation of these repressors is blocked. In summary, for all of the genes examined, we found that RVE8 directly activates evening-phased genes but indirectly represses the morning-phased genes.

**Figure 3.**
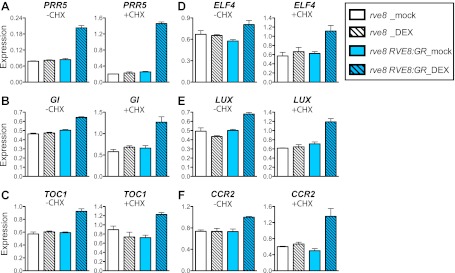
RVE8 activates evening genes directly. (**A**)–(**F**) Transcript levels of evening genes in response to RVE8 induction in the absence or presence of cycloheximide (CHX). 7-day-old *rve8-1* and *rve8-1 RVE8::RVE8:GR* plants were grown in light:dark (LD) cycles and mock- or DEX-treated in the absence or presence of CHX at ZT4 (4 hr after dawn) and harvested at ZT8 (8 hr after dawn). (**A**–**E**) Evening-phased clock genes. (**F**) Evening-phased clock output gene. Transcript levels were determined by qRT-PCR and then normalized to *PP2A*. Mean ± SEM from three biological replicates are represented. **DOI:** http://dx.doi.org/10.7554/eLife.00473.007

**Figure 3—figure supplement 1.**
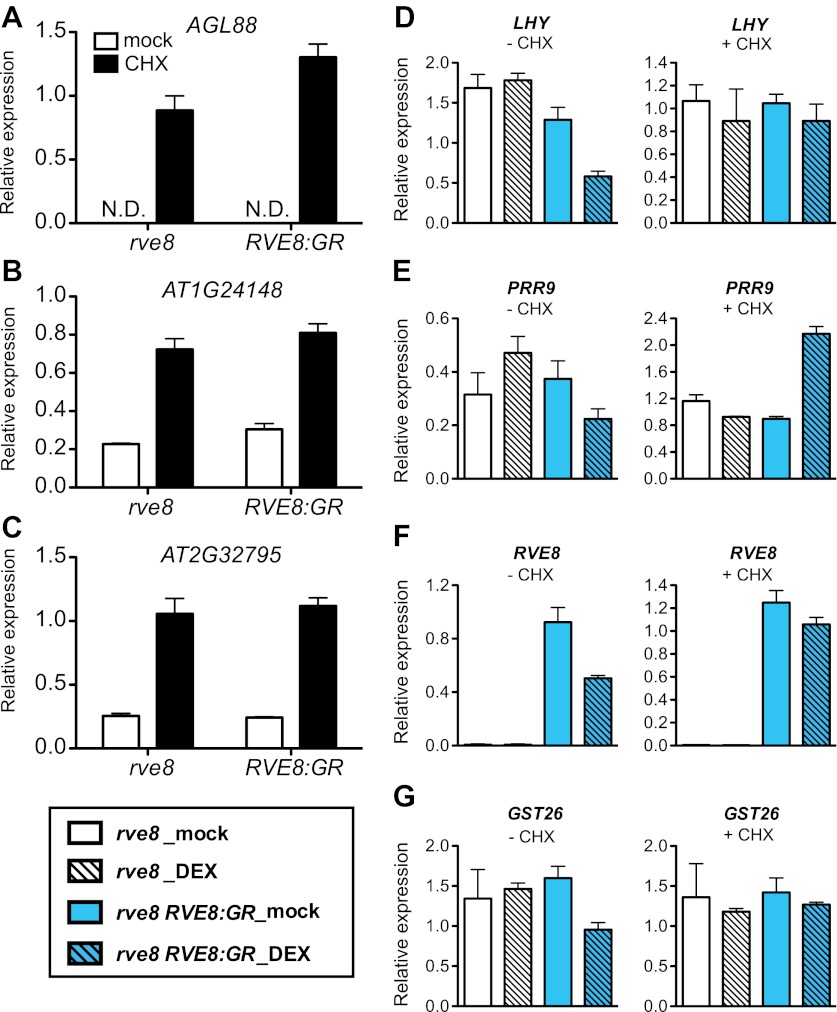
Morning-phased genes are indirectly repressed in response to RVE8 induction. (**A**)–(**C**) Levels of transcripts controlled by nonsense-mediated mRNA decay (NMD) in response to cycloheximide (CHX) treatment. N.D.: not detectable. (**D**)–(**G**) Transcript levels of morning genes in response to RVE8 induction in the absence or presence of CHX. 7-day-old *rve8-1* and *rve8-1 RVE8::RVE8:GR* plants were grown in light:dark (LD) cycles and mock- or DEX-treated in the absence or presence of CHX at ZT4 (4 hr after dawn) and harvested at ZT8 (8 hr after dawn). (**D**)–(**F**) Morning-phased clock genes. (**G**) Morning-phased clock output gene. Transcript levels were determined by qRT-PCR and then normalized to *PP2A*. Mean ± SEM from three biological replicates are represented. **DOI:** http://dx.doi.org/10.7554/eLife.00473.008

Since our data suggest that RVE8 is primarily (perhaps exclusively) an activator of transcription, we examined the physiological functions of all RVE8-induced genes in order to identify clock output pathways that may be directly influenced by RVE8. Functional classifications in which RVE8-induced genes are statistically overrepresented include regulation of the central oscillator (Supplementary file 1H), as expected given the clock phenotype of *rve8* plants (Farinas and Mas, 2011; Rawat et al., 2011; Hsu and Harmer, 2012). In addition, genes acting in pathways related to responses to the environments (including external stimulus, defense, temperature and stress), hormone regulation and metabolic processes are also enriched (Supplementary file 1H). Together, these data suggest that RVE8 shapes the evening-phased expression of hundreds of genes, directly influencing a large number of circadian output pathways.

### RVE8-family proteins act through the EE

Comparison of the phases of expression of RVE8-induced CCGs that have EE promoter motifs to the phases of all CCGs with EE sequences showed that the RVE8-regulated genes have a much narrower range of phases (Figure 4A). Almost all RVE8-induced EE-containing genes have peak expression in the subjective evening. Interestingly, the mean peak phase for RVE8-regulated EE-containing CCGs is significantly earlier than that of all EE-containing CCGs, indicating that RVE8 regulates a subset of evening genes that have slightly earlier phase than average EE-containing evening genes (Figure 4A). These data are consistent with the afternoon-phased RVE8 binding to the EE to induce expression of a subset of evening-phased genes.

**Figure 4.**
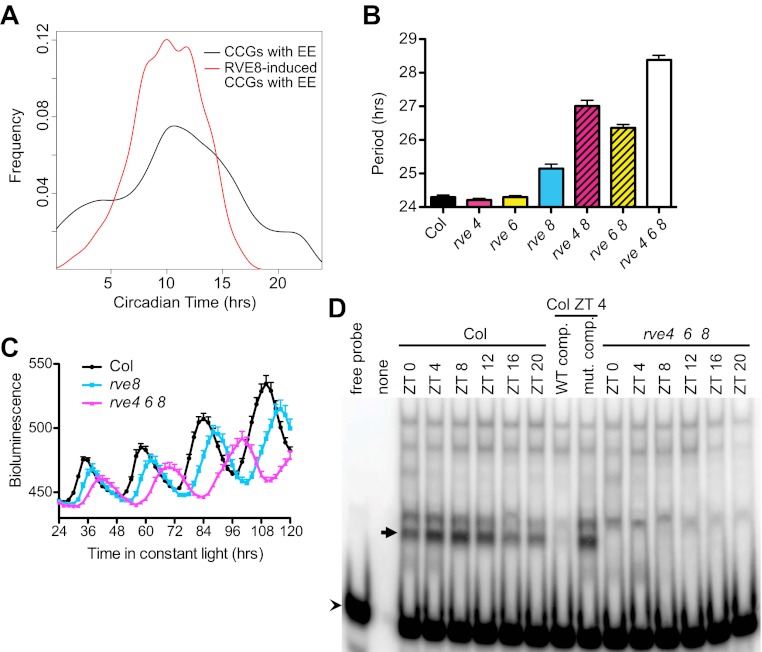
RVE8 functions through the EE. (**A**) Circadian phase distributions of all EE-containing CCGs and RVE8-induced EE-containing CCGs. The RVE8-induced EE-containing CCGs are enriched for an earlier phase than that of all EE-containing CCGs. The means of the phase distribution in these two groups (10.03 for RVE8-induced EE-containing CCGs; 10.75 for all EE-containing CCGs) are significantly different (p=0.007; Student's t-test). (**B**) Period of *CCR2::LUC* activity in *rve4-1*, *rve6-1* and *rve8-1* single, double and triple mutants. Seedlings were grown in LD for 6 days and released to constant red plus blue light. Mean ± SEM from 34 to 50 plants. (**C**) Circadian rhythms are lengthened but still robust in *rve4 rve6 rve8* mutants. Averaged bioluminescence of *CCR2::LUC* activity in Col, *rve8-1* and *rve4 rve6 rve8* triple mutants. Mean ± SEM from 20 to 25 plants. (**D**) An electrophoretic mobility shift (EMSA) assay with protein extracts made from Col and *rve4 rve6 rve8* plants grown in LD for 11 days. Plants were harvested at the indicated times. A 50-fold molar excess of unlabeled EE (WT competitor) or mutated EE (mutant competitor) double-stranded DNA was added as indicated. Arrow: the predominant afternoon EE-binding activity, arrowhead: unbound probe. See also Figure 4—figure supplement 1. **DOI:** http://dx.doi.org/10.7554/eLife.00473.009

**Figure 4—figure supplement 1.**
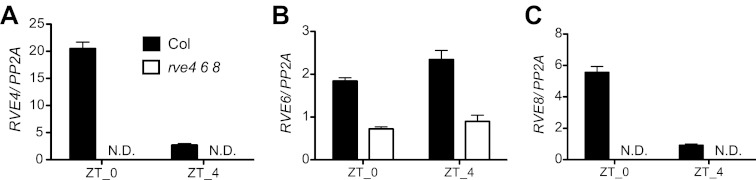
Characterization of *RVE4*, *RVE6*, and *RVE8* mutant alleles. (**A**)–(**C**) *RVE4*, *RVE6* and *RVE8* transcript levels in Col and the *rve4 rve6 rve8* triple mutant. 7-day-old seedlings (about 30 plants each) were grown in 12:12 LD and harvested at ZT 0 and ZT 4. RNA was isolated and qRT-PCR was performed. *RVE4* and *RVE8* transcripts are not detectable (N.D.) but ∼30% of normal *RVE6* transcript levels are apparent in the triple mutant. Expression levels are normalized to *PP2A*. Mean ± SEM from three technical replicates are presented. **DOI:** http://dx.doi.org/10.7554/eLife.00473.010

Loss of RVE8 function has neither a strong effect on clock function nor on expression levels of evening-phased genes (Farinas and Mas, 2011; Rawat et al., 2011; Hsu and Harmer, 2012). This may be due to partial genetic redundancy, since there are four other close RVE8 homologs (RVE3, 4, 5, and 6) in the Arabidopsis genome (Rawat et al., 2009) and all of these proteins were found to bind to the EE (Gong et al., 2008; Rawat et al., 2011). To investigate whether RVE8 homologs play a partially redundant role with RVE8 in the circadian clock, we identified plants mutant for the two closest RVE8 homologs, *RVE4* and *RVE6* (Figure 4—figure supplement 1A–C) and examined clock function in single and higher order mutants. The pace of the clock in *rve4-1* and *rve6-1* single mutants is not significantly different from wild-type (Figure 4B). However, combining loss-of-function *RVE4* or *RVE6* alleles with *rve8-1* makes the period length much longer than *rve8-1* alone, while the *rve4 rve6 rve8* triple mutant has a period approximately 4 hr longer than wild-type (Figure 4B). These data suggest that *RVE4*, *6* and *8* play a partially redundant role in speeding up the pace of the clock. Despite the severe long period phenotype, the *rve4 rve6 rve8* triple mutant displays robust circadian rhythms (Figure 4C).

We previously identified an afternoon-phased activity in plant extracts that specifically binds the EE, suggesting it might represent a cycling activator(s) for the EE (Harmer and Kay, 2005). Since we found RVE8 is an afternoon-phased activator of genes with EE in their promoters and that RVE4 and RVE6 play a partially redundant role with RVE8 in setting clock pace, we examined circadian-regulated EE-binding activity in the *rve4 rve6 rve8* triple mutant plants in an in vitro EE-binding assay. As expected, extracts from wild-type plants have an afternoon-phased EE binding activity (Figure 4D). Remarkably, this cycling EE-binding activity is abolished in the triple mutant (Figure 4D). Given that we have previously found that RVE4, RVE6 and RVE8 can all be affinity purified from plant extracts using EE sequences (Rawat et al., 2011), this strongly suggests that RVE4, 6 and 8 comprise a clock-regulated, evening-phased EE-binding activity.

### Transcripts of central clock genes are misregulated in *rve4 rve6 rve8* triple mutants

To further examine the functions of these RVEs (RVE4, 6 and 8) in plants, we examined the transcript profiles of genes we identified as RVE8 targets in the higher order *rve* mutants. In contrast to the *rve8-1* single mutant, which has normal expression levels of evening genes (Rawat et al., 2011; Hsu and Harmer, 2012), *rve6 rve8* double and *rve4 rve6 rve8* triple mutants grown in constant light (LL) display significantly reduced levels of *PRR5* transcripts (Figure 5—figure supplement 1A). Consistent with the progressively longer period in *rve6 rve8* and *rve4 rve6 rve8* mutants (Figure 4B), these mutants also have a greater delay in onset of *PRR5* transcript accumulation (Figure 5—figure supplement 1A).

We next examined expression levels of other clock genes in the triple mutant. The evening-phased genes, *PRR5* and *TOC1*, show a significant delay in onset of expression and reduced levels in the triple mutants compared to wild-type in both light/dark (LD) cycles (Figure 5A,B) and in constant light (LL) (Figure 5E–F). Although the peak phase of *PRR5* is not altered in the mutant in LD conditions (Figure 5A), the delay in the timing of increasing *PRR5* expression in *rve4 rve6 rve8* in the afternoon suggests that this is due to complex regulation of *PRR5* transcript levels by both light and the circadian clock. The morning-phased clock genes *CCA1* and *LHY* do not show any obvious differences in expression levels in *rve4 rve6 rve8* and wild-type plants during the day either when grown in LD (Figure 5C,D) or in LL (Figure 5G,H). However, these two morning-phased genes display slightly reduced transcript levels in the late night when grown in LD (ZT 21) (Figure 5C,D). This might be explained either by the long period phenotype of the *rve4 rve6 rve8* mutants or by elevated *TOC1* levels at the end of the night (Figure 5B) since TOC1 is a repressor of *CCA1* and *LHY* (Gendron et al., 2012; Huang et al., 2012; Pokhilko et al., 2012).

**Figure 5.**
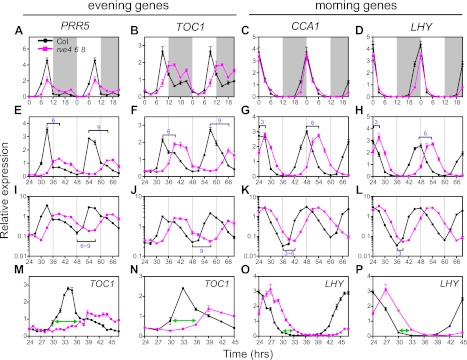
Expression of clock genes is altered in *rve4 rve6 rve8* triple mutants. (**A**), (**B**), (**E**), (**F**), (**I**), (**J**), (**M**) and (**N**) Expression of evening genes in Col and *rve4 rve6 rve8*. (**C**), (**D**), (**G**), (**H**), (**K**), (**L**), (**O**) and (**P**) Expression of morning genes in Col and *rve4 rve6 rve8*. (**A**)–(**D**) transcript levels in diurnal cycles. Seedlings were grown in LD for 7 days. White box: day, grey box: night. Data in (**A**–**D**) are double plotted to facilitate comparisons. (**E**)–(**P**) Transcript levels in LL. (**E**)–(**H**) Gene expression plotted on a linear scale. (**I**)–(**L**) The data shown in (**E**–**H**) are plotted with a log10 scale on the y-axis to better visualize differences in trough levels between the two genotypes. Horizontal brackets highlight the phase delay between Col and *rve4 rve6 rve8* mutants. (**M**)–(**P**) Transcript levels derived from a 1-hr resolution time course are presented with either every time point (**M** and **O**) or every third time point (**N** and **P**) displayed. Green arrows highlight the phase difference between Col and *rve4 rve6 rve8* mutants at ZT30. Transcript levels were determined by qRT-PCR and normalized to *PP2A*. Values represent mean ± SEM. **DOI:** http://dx.doi.org/10.7554/eLife.00473.011

**Figure 5—figure supplement 1.**
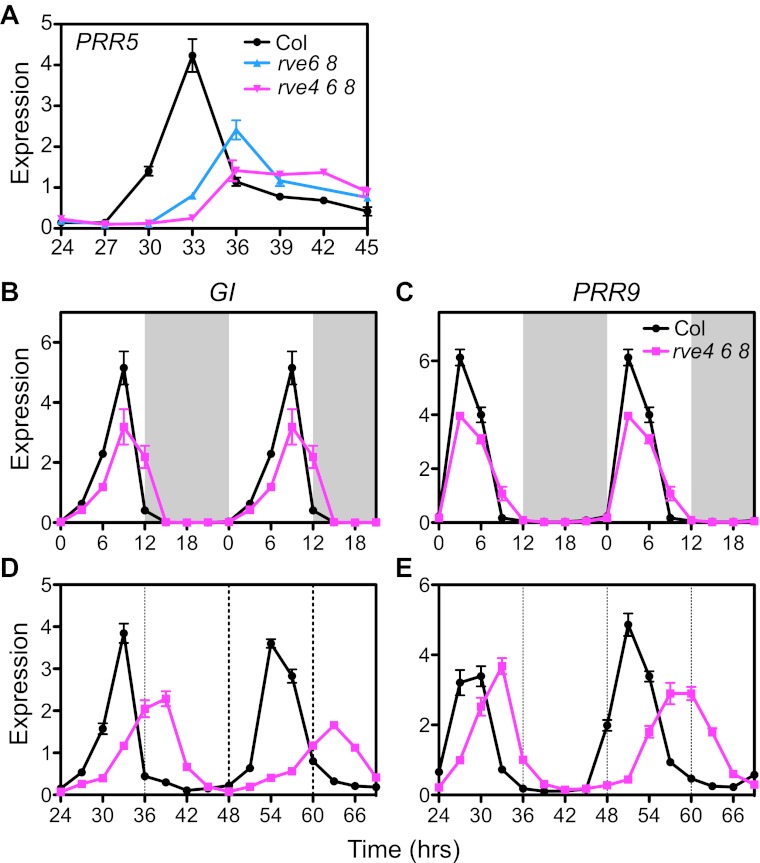
Clock gene expression in wild type and the *rve4 rve6 rve8* mutant. (**A**) *PRR5* expression in Col, *rve6 rve8* and *rve4 rve6 rve8* in LL. Seedlings were grown in LD for 7 days, released to constant light, and then harvested at the indicated times after the last dark-to-light transition. (**B**) and (**C**) Expression of *GI* and *PRR9* in diurnal cycles. Seedlings were grown in LD for 7 days. White box: day, grey box: night. Values represent mean ± SEM. Data in (**B**) and (**C**) are double plotted to facilitate comparisons. (**D**) and (**E**) Transcript levels of *GI* and *PRR9* in LL. Seedlings were entrained in 12:12 LD for 7 days and then released to constant light at time 0. Samples were harvested at the times indicated. RNA was isolated and qRT-PCR was performed. Expression levels are normalized to *PP2A*. Data are presented as mean ± SEM from three technical replicates. **DOI:** http://dx.doi.org/10.7554/eLife.00473.012

In addition to these expression level changes, de-synchronization between the evening and morning genes is observed in the *rve4 rve6 rve8* triple mutants. At the end of the second subjective day in LL (around ZT36), the peak times of *PRR5* and *TOC1* transcript accumulation are delayed approximately 6 hr in the triple mutant relative to wild-type (Figure 5E,F). In contrast, in these same samples, an approximately 3-hr phase delay is observed for trough levels of *CCA1* and *LHY* in the mutant relative to controls (Figure 5K,L). Similarly, at the third subjective morning (around ZT48), *PRR5* and *TOC1* trough levels display an approximately 9-hr phase delay in the triple mutant (Figure 5I,J) while an approximately 6-hr phase delay is observed in the peak expression levels for *CCA1* and *LHY* at that time (Figure 5G,H). This greater phase delay for evening compared to morning genes can be seen more clearly when plants grown in constant conditions are sampled at 1-hr intervals (Figure 5M,O). In addition, a significant change in the waveform of the evening gene *TOC1* (Figure 5M) but not the morning gene *LHY* (Figure 5O) is observed in the triple mutant in this high-resolution time course. Notably, the obvious change in the *TOC1* waveform is lost when these same data are plotted at 3-hr resolution (compare Figure 5N,M). Our data show that loss of multiple RVEs has an immediate effect on expression of evening genes and a delayed effect on morning genes, further supporting the main role of RVE8 as an activator of evening genes. Given the highly reticulated nature of the circadian network, altered expression of evening genes indirectly affects expression of morning genes.

Similarly reduced and delayed expression was also observed for *GI*, an evening-phased EE-containing clock gene, in LD and in LL (Figure 5—figure supplement 1B,D). Interestingly, the EE-containing day-phased gene, *PRR9* also showed reduced levels in LD (Figure 5—figure supplement 1C) and on the third day in LL (Figure 5—figure supplement 1E), consistent with *PRR9* being directly activated by RVE8 as suggested by the induction experiments carried out in the presence of an inhibitor of translation (Figure 3—figure supplement 1E).

### Expression of *RVE8* is controlled by other clock components, likely via PRR5, 7 and 9

To further explore regulatory interactions between RVE8 and other clock components, we examined *RVE8* expression in several clock mutants, including *toc1-4* (Hazen et al., 2005a), *lux-1* (Hazen et al., 2005b) and *CCA1-OX* (Wang and Tobin, 1998). *RVE8* expression is significantly reduced in all of these clock mutants in LD (Figure 6A), indicating that TOC1, LUX and CCA1 directly or indirectly regulate *RVE8* expression. Since TOC1, LUX, and CCA1 are thought to directly regulate expression of one or more of the *PRR5*, *7*, and *9* genes (Farre et al., 2005; Helfer et al., 2011; Huang et al., 2012), we hypothesized that reduced *RVE8* expression in the *toc1-4*, *lux-1* and *CCA1-OX* mutants might be due to up-regulation of the *PRRs*. Indeed, we found that at dawn (ZT0), when *RVE8* transcript levels normally peak (Farinas and Mas, 2011; Rawat et al., 2011), multiple *PRR* genes are up-regulated in each of these mutants (Figure 6B). These results are consistent with a model in which the PRRs directly repress *RVE8* expression and other clock genes indirectly control *RVE8* expression via regulation of *PRR5*, *7*, and *9* (Figure 6C). This model is supported by the increased *RVE8* expression seen in *prr5 prr7 prr9* mutants (Rawat et al., 2011) and the reported direct binding of PRR5 to the *RVE8* promoter (Nakamichi et al., 2012). Our findings that both *PRR5* and *PRR9* are directly activated by RVE8 (Figure 3A; Figure 3—figure supplement 1E) and that peak transcript levels of these genes are reduced in *rve4 rve6 rve8* mutants (Figure 5A,E; Figure 5—figure supplement 1C,E) further support the model that the PRRs and RVEs regulate each other to form a negative transcriptional feedback loop.

**Figure 6.**
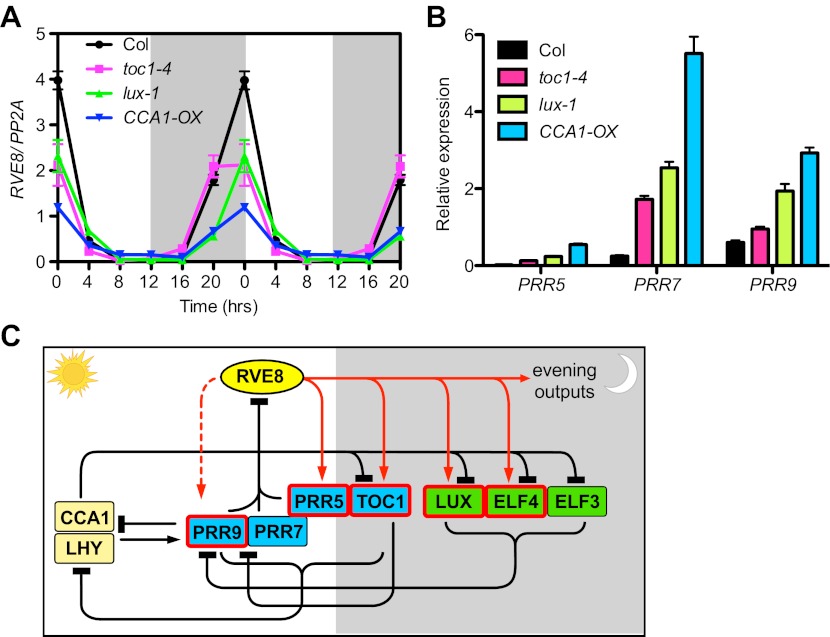
*RVE8* expression is likely controlled by other clock genes through *PRR5, 7* and *9*. (**A**) *RVE8* expression in Col, *toc1-4*, *lux-1* and *CCA1-OX* in LD. 7-day-old seedlings were collected at the times indicated and qRT-PCR was performed. Data are double-plotted to facilitate visualization. Values represent mean ± SEM. (**B**) Transcript levels of *PRR5*, *PRR7* and *PRR9* at ZT 0 (when *RVE8* transcript levels normally peak) in wild-type (Col), *toc1-4*, *lux-1*, and *CCA1-OX*. Expression levels are normalized to *PP2A*. Data are represented as mean ± SEM from three technical replicates. (**C**) A proposed clock model integrating RVE8 as an activator of evening clock genes. The relative time of action of each component during diurnal cycles is shown from left to right. White box: day, grey box: night. REVEILLE/CCA1/LHY family proteins are shown in yellow; pseudo-response regulators are shown in blue; the evening complex components are shown in green. Clock components with one or more EE in their promoter regions are marked with red boxes. Red solid arrow: activation, red dashed arrow: activation only displayed in specific condition (red arrows are based on the current study), black perpendicular bars: repression, black arrow: activation. In this study, we demonstrated that RVE8 directly activates multiple evening-phased clock and output genes and that *RVE8* is regulated by TOC1, LUX and CCA1, likely indirectly through their control of *PRR5*, *7* and *9* expression. For clarity, only transcriptional regulation is represented. **DOI:** http://dx.doi.org/10.7554/eLife.00473.013

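In the promoters defined as above for *TOC1*, *PRR5*, *GI*, *LUX* and *ELF4*, *PRR9* has 1 EE site. It is the long form, at 19232633 to 19232640 on chromosome 2 of TAIR10.1, in an exon of the 5′ UTR 233 bp from the start codon, within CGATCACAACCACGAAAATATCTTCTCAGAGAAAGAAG. No short or long EE was found in the promoters of *PRR3*, *CCA1*, *LHY*, *RVE8* or *PRR7* (AT5G02810, reverse strand of chromosome 5 from 637681 to 642026). *ELF3* (AT2G25930) lies on the forward strand of chromosome 2 from 11058944 to 11063324. It has 1 short EE that is not preceded by the additional A, at 11059285 to 11059292 in an exon of the 5′ UTR, 166 bp from the start codon, within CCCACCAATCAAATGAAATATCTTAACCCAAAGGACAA.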

## Discussion

### RVE8 promotes expression of both central oscillator and output genes

Circadian rhythms coordinate numerous physiological and behavioral events with the appropriate time of day, in large part through genome-wide circadian regulation of gene expression (Lowrey and Takahashi, 2011; Farre and Weise, 2012). Mechanisms governing the precise timing of circadian clock and output gene expression are therefore of great interest. It has previously been reported in both plants and mammals that central clock genes can directly regulate many output genes (Gendron et al., 2012; Menet et al., 2012; Nakamichi et al., 2012). Our finding that hundreds of clock-regulated genes are induced or repressed upon induction of RVE8 suggests RVE8 is an important regulator of both the clock itself and output pathways.

It seems likely that RVE8 is a direct activator of many evening-phased genes. EE sequences are significantly enriched among RVE8-induced targets relative to all evening-phased genes (Table 1A). In addition, RVE8 binds to EE sequences in vivo and in vitro (Gong et al., 2008; Rawat et al., 2011) and plants mutant for *RVE8* and its close homologs *RVE4* and *RVE6* have lost an afternoon-phased EE binding activity (Figure 4D). Furthermore, for all genes tested, activation of evening-phased genes by RVE8 does not require new protein synthesis (Figure 3). In contrast, genes repressed upon induction of RVE8 activity are primarily morning-phased and are not enriched for any promoter motif relative to all clock-regulated morning-phased genes (Table 1B), suggesting RVE8 regulates these genes indirectly. In support of a largely indirect role for RVE8 in repression of gene expression, inhibition of translation reduced or eliminated decreases in gene expression upon RVE8 induction (Figure 3—figure supplement 1D–G). Thus RVE8 is unique among Arabidopsis clock genes in that it acts primarily, and perhaps even exclusively, as an activator of gene expression.

Unlike CCA1 and LHY, which were shown to have similar activity at different time of day in ethanol-inducible lines (Knowles et al., 2008), we have found that RVE8 activity is gated with maximum activity in the afternoon (Figure 1D). This discrepancy in gating regulation may explain why overexpression of *CCA1* or *LHY* causes arrhythmicity (Schaffer et al., 1998; Wang and Tobin, 1998) while overexpression of *RVE8* instead causes an advanced phase and short period phenotype (Rawat et al., 2011).

### RVE8 shapes evening phase

*RVE8* transcript levels peak at dawn, but RVE8 protein levels peak in the subjective afternoon (Rawat et al., 2011). Most RVE8-induced transcripts have a peak circadian phase between CT8 and CT12 (Figure 2G), approximately 2–6 hr after the peak phase of RVE8 protein levels. This delay in RVE8 target gene transcript accumulation relative to RVE8 protein might be explained by antagonistic regulation of target genes by RVE8 and the cycling repressors CCA1 and LHY. CCA1 and LHY protein levels peak in the subjective morning (Wang and Tobin, 1998; Kim et al., 2003), well before RVE8. A mathematical model investigating the consequences of oppositely acting transcription factors on regulation of a common target gene predicted that when the phase of a cycling transcriptional repressor precedes that of a cycling transcriptional activator (‘repressor-precedes activator’), the peak phase of expression of the output would occur after that of the activator (Ueda et al., 2005).

The genes both induced by RVE8 and containing EE motifs in their promoter regions are the most likely direct targets of RVE8. Although most clock-controlled genes containing an EE have an evening phase, the EE-containing RVE8-induced genes are more specifically enriched for an early-evening phase (Figure 4A), suggesting that RVE8 controls a subset of EE-containing genes. How these RVE8 targets are distinct from the rest of the EE-containing CCGs remains unclear. The clock may fine-tune expression of EE-containing genes through the action of multiple clock-controlled promoter motifs, generating the wide range of phases seen across all EE-containing genes (Figure 4A). For example, it has been reported that a combination of morning-, day-, and night-phased DNA elements generates the day-phased expression of *Cry1* in mammalian cells. In this case, the strength of night-phased repressors relative to the day-phased activators modulates the extent of phase delay (Ukai-Tadenuma et al., 2011).

The RVE8 homologs RVE4, 5 and 6 have also been found associated with the EE in extracts made from plants harvested in the afternoon, suggesting that they might act in a similar manner to RVE8 (Rawat et al., 2011). This possibility is supported by the further lengthening in circadian period seen in higher order mutants combining *rve4* or *rve6* with *rve8* (Figure 4B), suggesting these factors play partially redundant roles in speeding up the pace of the clock. The loss of afternoon-phased EE binding activity seen in the *rve4 rve6 rve8* triple mutants but not in *rve8* single mutants (data not shown) suggests these RVEs contribute to the activity of the clock-regulated afternoon-phased EE activator.

### The long period in *rve4 rve6 rve8* is likely due to delayed expression of evening genes

Among the evening-phased central clock genes examined, all show significantly reduced and delayed expression in LD and in LL in *rve4 rve6 rve8* (Figure 5 and Figure 5—figure supplement 1). The long period in *rve4 rve6 rve8* mutants might in principle be due either to a decrease in peak levels or a delay in onset of expression of evening genes. However, consideration of the phenotypes of plants mutant for various evening-phased clock genes makes us favor the latter possibility. *toc1* and *prr5* mutants have short-period phenotypes (Strayer et al., 2000; Eriksson et al., 2003; Yamamoto et al., 2003); loss of *GI* causes a short period in most conditions (Park et al., 1999; Mizoguchi et al., 2005; Martin-Tryon et al., 2007); and *lux* and *elf4* mutants are arrhythmic (Doyle et al., 2002; Onai and Ishiura, 2005; Hazen et al., 2005b). Therefore, reduced expression of any of these EE-containing evening genes is unlikely to cause the long period phenotype displayed by *rve4 rve6 rve8*. On the other hand, the delayed phase of expression of clock genes can first be observed in evening-phased genes and only later in morning-phased genes (Figure 5). This suggests that the long period seen in *rve4 rve6 rve8* is mainly caused by delayed expression of evening genes, which then indirectly causes a delayed phase of expression of morning genes. In support of this idea, in *RVE8*-overexpressing plants (which have a short-period phenotype), the peak phase of expression of *TOC1* is clearly advanced soon after plants are released into free-run whereas phase advances are not seen for the morning-phased genes *CCA1* and *LHY* until much later (Rawat et al., 2011). Similarly, delays in the phase of post-transcriptional processes have previously been suggested to contribute to long-period phenotypes in animals (Rothenfluh et al., 2000; Syed et al., 2011).

### The EE is a regulatory nexus crucial for clock function

Most clock components in Arabidopsis are either regulated by the EE (including most evening-phased genes and one day-phased gene, *PRR9*) or regulate the EE (two morning-phased components, CCA1 and LHY, and the afternoon-phased activator, RVE8) (Figure 6C). However, plants mutant for *CCA1* and *LHY*, the sole previously defined circadian regulators of EE-containing clock genes, have persistent circadian rhythms, albeit with a short period (Alabadi et al., 2002; Mizoguchi et al., 2002; Locke et al., 2005). Our discovery that RVE8 and its homologs are activators of the EE may explain the rhythmicity of *cca1 lhy* mutants. As modeled using Ueda et al's ‘repressor-precedes-activator’ formula (Ueda et al., 2005), inhibition in the morning by CCA1 and LHY and activation by RVE8 in the afternoon would result in rhythmic expression of EE target genes with peak expression delayed relative to peak RVE8 protein levels. Reduction or loss of activity of the cycling repressor function (*CCA1*/*LHY*) would result in a phase advance, causing earlier expression of EE-containing target genes, but rhythms would persist due to clock-regulated RVE8 activity. Such a phase advance and consequent short-period phenotype is indeed observed in *cca1* and *lhy* single and double mutants (Green and Tobin, 1999; Mizoguchi et al., 2002).

Interestingly, CCA1/LHY and RVE8 contain a similar Myb-like DNA binding domain and belong to the same family of transcription factors (Rawat et al., 2009, 2011). Even though they have distinct biochemical functions, with CCA1 and LHY serving as repressors and RVE8 as an activator of EE-containing genes, both CCA1/LHY and RVE8 are responsible for shaping the circadian pattern of expression of evening-phased genes. This joint regulation of common targets may explain why circadian rhythms persist upon mutation of the repressor Mybs or the activator Mybs alone.

### The plant circadian clock consists of a highly interconnected, complex network

Current models of the plant clock suggest that it is composed of transcription factors that are primarily repressors of gene expression which interact to form interlocked morning and evening feedback loops (Gendron et al., 2012; Huang et al., 2012; Pokhilko et al., 2012). However, our findings substantially revise this view. We have demonstrated that the RVEs are an integral part of the circadian oscillator but are primarily (and perhaps exclusively) activators of gene expression. In addition, our findings suggest that the view of the plant clock as constituted of coupled morning and evening transcriptional feedback loops is inadequate. RVE8 itself, with its morning-phased peak in transcript levels but afternoon-phased peak in protein levels (Rawat et al., 2011), doesn't fit neatly into either the ‘morning’ or ‘evening’ category. Furthermore, the highly interconnected nature of the regulatory interactions underlying the plant clock (Figure 6C) make it virtually impossible to identify discrete regulatory feedback loops and suggest that the plant clock is best viewed as a highly interconnected, complex regulatory network.

## Materials and methods

### DNA and plant materials

The *RVE8::RVE8:GR* construct was created using a PCR fusion-based approach (Hobert, 2002), placing a 2.5 kb genomic fragment of *RVE8* (containing ∼0.7 kb upstream of the translational start site) and a 1.7 kb DNA fragment containing the GR coding sequence and OCS 3′ from pART7-GR (donated by John Harada) together. The PCR fusion product was then cloned into the NotI site in the binary vector pML-BART. The *35S::RVE8:GR* construct was created by cloning *RVE8* coding sequence into pART7-GR via XhoΙ and SmaΙ sites, and then subcloning into the NotI site in the binary vector pML-BART. The *RVE8::RVE8:GR* and *35S::RVE8:GR* clones were transformed into *rve8-1 CCR2::LUC+* via the floral dip method (Zhang et al., 2006). Homozygous single-insertion site transformants were selected based on BASTA resistance in the T2 and T3 generations.

T-DNA insertion mutants *rve4-1* (Salk_137617) and *rve6-1* (Salk_069978) (Alonso et al., 2003) were obtained from the Arabidopsis Biological Resources Center. Homozygous mutants were identified by PCR of genomic DNA using primers flanking the insertion site and complementary to the T-DNA left border (primers are listed in Supplementary file 3). *rve4-1* and *rve6-1* were crossed to *rve8-1 CCR2::LUC+* to generate *rve4 rve8* and *rve6 rve8* double mutants and *rve4* and *rve6* single mutants, all carrying the *CCR2::LUC*+ reporter. The *rve4 6 8* triple mutant was created by crossing *rve4 rve8 CCR2::LUC+* and *rve6 rve8 CCR2::LUC+*.

*lux-1*, *toc1-4* and *CCA1-OX* were previously described (Wang and Tobin, 1998; Hazen et al., 2005a, 2005b).

### Dexamethasone (DEX) and/or cycloheximide (CHX) treatment

*rve8-1* and *rve8-1 RVE8::RVE8:GR* seeds were sterilized and stratified on fine nylon mesh (Small Parts, Logansport, IN; 100 µM 44%) on Murashige and Skoog (MS) agar media containing 3% sucrose at 4°C in the dark for 2 days. The seedlings were grown under 12-hr light:12-hr dark condition with 50–60 µmol/m^2^/s white fluorescent light at 22°C for 7–8 days. At ZT4 (4 hr after lights on), the mesh and seedlings were transferred to liquid MS media containing 3% sucrose with 30 µM DEX (Sigma D1881, St. Louis, MO; 60 mM DEX stock solution was made in ethanol and stored at −20°C) or 0.05% ethanol (mock treatment). For cycloheximide treatment, 200 µM CHX (Sigma C4859; stock solutions were 100 µg/µl in DMSO) or 0.056% DMSO (mock treatment) was added at the time of DEX or ethanol mock treatment. After 2 or 4 hr incubation as indicated with gentle agitation, plants were quickly harvested, frozen in liquid nitrogen and stored in −80°C until processed.

### RNA isolation and RNA-seq library construction

Total RNA from three biological replicates (∼30 plants each) for each condition was isolated using Trizol (Invitrogen, Grand Island, NY), treated with DNase (Qiagen, Germantown, MD), and purified using the RNeasy MinElute Cleanup Kit (Qiagen). The quality of the isolated total RNA was determined by NanoDrop ND 1000 (NanoDrop Technologies, Wilmington, DE). Samples with both a 260 nm:280 nm ratio and a 260 nm:230 nm ratio between 2 and 2.3 were processed further. The RNA-seq libraries were prepared using a customized Illumina-based strand-specific multiplex library construction protocol modified from Wang et al. (2011). Briefly, mRNA was isolated from 8 µg of total RNA using Dynabeads mRNA DIRECT Kit (Invitrogen) and fragmented to ∼200 nucleotide pieces. After the first strand cDNA synthesis was carried out using random primers, the second strand cDNA was synthesized using a special dNTP mix in which dTTP is replaced by dUTP. Following end-repair (Y9140-LC-L; Enzymatics, Beverly, MA) and addition of a dA to the 3′ end, both ends of cDNA were ligated with Y-shaped adaptors containing an index unique to each library. The second strand cDNA was then digested using Uracil DNA glycosylase (Enzymatics). Primers partially complementary to the adaptor sequences were used to amplify the libraries for 12 PCR cycles using High-Fidelity Polymerase (Phusion, Ipswich, MA). The libraries were further size-selected using a 1:1 volume of AMPure XP beads (Beckman Coulter, Brea CA). The size and quality of resulting libraries were examined using a Bioanalyzer 2100 (Agilent, Santa Clara, CA). The 12 libraries were then quantified by qPCR and equally pooled for 2 lanes of single end 50 bp sequencing in HiSeq 2000 machine (Illumina, San Diego, CA). The adaptors containing index sequences and primers used for amplification are listed in Supplementary file 3.

### Quality filtering and alignment of RNA-seq data

The raw reads (∼310.3 million reads) were initially subjected to quality filtering to remove low quality reads using the FASTX-toolkit (Pearson et al., 1997) with the following parameters (−q 20, minimum quality score to keep: 20; −p 85, minimum percent of bases that must satisfy the quality score cut-off: 85). A custom perl script was then used to remove Illumina adapter sequences from the resulting reads. The reads were then separated by their custom barcode sequences (de-multiplexing) using Fastx_barcode_splitter (included in the FASTX toolkit) allowing up to one mismatch per barcode. 16 to 22 million reads per libraries were obtained and aligned against the Arabidopsis cDNA representative_gene_model (TAIR 10) using BWA (Li and Durbin, 2009) and Samtools (Li et al., 2009). (The parameter used to map the reads for BWA was aln -l 20.) The resulting BAM files from the two lanes were merged using Samtools and then converted to SAM files. The reads from these SAM files were then separated based on their alignment to the forward or reverse strand. Only the reads mapped to the reverse strand were used to calculate the read counts using a custom R script, and these counts were then used in analysis of differential expression.

### Differential expression analysis of RNA-seq data

edgeR was used to generate the pseudo-normalized counts for visualization and to carry out differential gene expression analysis (Robinson et al., 2010) using R 2.14.1 (R Development Core Team, 2011). Transcripts that have at least one count per million in at least three samples were considered expressed genes and kept for downstream analysis. Exact tests were performed using tagwise dispersion and the prior n was set to 6.25. FDR 0.01 was used as a cut-off for differentially expressed genes. Genes significantly differentially expressed between the mock- and DEX-treated transgenic line (*rve8 RVE8::RVE8:GR*), or between the DEX-treated *rve8 RVE8::RVE8:GR* and *rve8* plants, were grouped into RVE8-induced or RVE8-repressed genes. Genes that are responsive to DEX treatment in *rve8* mutant (i.e., the genes significantly differentially expressed between ‘*rve8* + DEX’ and ‘*rve8* + mock’) were removed from the RVE8-induced and RVE8-repressed gene lists. Only the genes uniquely induced or repressed by RVE8 (i.e., not showing the same trend in *rve8*) were used for further analysis. The significant gene sets (both RVE-regulated or DEX-regulated) are listed in Supplementary file 1C–F.

### Phase and motif analysis for RVE8 target genes

Circadian phases of the 583 RVE8-induced genes and 850 RVE8-repressed targets were determined in a previous study using JTK_CYCLE (Hsu and Harmer, 2012). The 376 RVE8-induced cycling genes (64% of the induced genes) and 525 RVE8-repressed cycling genes (62% of the repressed genes) were subjected to phase and motif analysis. Distributions of the phases of the RVE8-induced and -repressed clock-regulated genes were plotted using the density function in R (R Development Core Team, 2011). Overrepresented motifs in the promoters of RVE8-regulated genes were identified using the *SCOPE* motif finder (Carlson et al., 2007). Fixed regions of 1500 bp upstream of the translational start site (corresponding to both strands) of RVE8-regulated genes were used for computation of significance compared to all the genes in the genome. Significance is the negative logarithm of expectation. Significance greater than zero is statistically meaningful; the larger the significance value, the higher its statistical significance. Coverage indicates the percentage of genes that have at least one occurrence of the motif in question. The fractions of genes containing the top-scoring motifs among the evening-phased (CT 8 to CT 14) and morning-phased (CT 20 to CT 2) RVE8 targets were compared to the fractions found in all of the clock-regulated genes in the corresponding phase group. Fisher's exact test was performed in R to examine if the presence of these motifs in RVE8 targets is enriched compared to their presence in the evening- and morning-phased genes.

### Analysis of gene expression (qRT-PCR)

For gene expression in diurnal cycles, around 30 seedlings per sample were grown under 12 hr white light (50–60 µmol/m^2^/s, generated using cool white fluorescent bulbs):12 hr dark at 22°C for 7 days and harvested at the times indicated. For gene expression in free-run, seedlings were released to constant white light after entrainment in diurnal cycles for 7 days, and harvested at the times indicated. RNA was isolated using Trizol (Invitrogen) and was then treated with DNase (Qiagen). cDNA was synthesized using SuperScriptase ΙΙ (Invitrogen) following the manufacturer's protocol. qRT-PCR was performed as previously described (Martin-Tryon et al., 2007). Three technical triplicates for each sample were run using iQ5 Real Time PCR machine (Bio-Rad, Hercules, CA), and starting quantity was estimated from critical thresholds using the standard curve method. Data for each sample were normalized to the respective *PROTEIN PHOSPHATASE 2A* (*PP2A*) expression level. The primer sets for each transcript are listed in Supplementary file 3.

### Luciferase imaging

Luciferase imaging was performed and analyzed as previously described (Martin-Tryon et al., 2007). Seedlings were entrained in 12 hr white light (50–60 µmol/m^2.^/s; cool white fluorescent bulbs):12 hr dark at 22°C for 6 days before being released to constant red plus blue light (33µEi red light, 20µEi blue light) for luciferase activity analysis using an ORCA ΙΙ ER (Hamamatsu, Bridgewater, NJ) CCD camera. Illumination was provided by monochromatic red and blue LED lights (XtremeLux, Santa Clara, CA). Images were analyzed using MetaMorph (Molecular Devices, Sunnyvale, CA) and free-running periods were estimated using Fast Fourier Transform Non-Linear Least Squares (Plautz et al., 1997).

### Electrophoretic mobility shift assay (EMSA)

11-day-old seedlings grown in 12 hr white light (50–60 µmol/m^2^/s; cool white fluorescent bulbs):12 hr dark cycle at 22°C were harvested at the times indicated. Plant whole-cell extracts were made and the electrophoretic mobility shift assay was performed as previously described (Harmer and Kay, 2005). Briefly around 1.5 g of tissue per sample was harvested, frozen in liquid nitrogen immediately and stored at −80°C until processed. The frozen tissue was ground to a fine powder, suspended in homogenization buffer (15 mM HEPES, pH 7.6, 40 mM KCl, 5 mM MgCl_2_, 1 mM DTT, 0.1 mM PMSF, and 1X complete protease inhibitor cocktail) and (NH_4_)_2_SO_4_ was added to 0.4 M. The insoluble components were pelleted by ultracentrifugation and removed, then solid (NH_4_)_2_SO_4_ was added to the supernatant to ∼90% saturation. Proteins were pelleted by ultracentrifugation, resuspended in resuspension buffer (20 mM HEPES, pH 7.6, 40 mM KCl, 0.1 mM EDTA, 10% glycerol, 1 mM DTT, 0.1 mM PMSF, and 1× complete protease inhibitor cocktail), and dialyzed using dialysis cartridges (7000 MWCO Slide-A-Lyzer; Pierce, Rockford, IL) against dialysis buffer (20 mM HEPES, pH 7.2, 40 mM KCl, 0.1 mM EDTA, 10% glycerol, 2.5 mM DTT, 0.1 mM PMSF). The dialyzed proteins were quantified, aliquoted and saved at −80°C until used. 15 µg of the dialyzed protein was incubated with 20 fmol of radiolabelled double-stranded DNA containing the EE and flanking sequences from the *CCR2* promoter in reaction buffer (20 mM HEPES, pH 7.2, 80 mM KCl, 0.1 mM EDTA, 10% glycerol, 2.5 mM DTT, 8 ng/µl poly [dI-dC]) with or without the competitors as indicated for 15 min at room temperature. A 50-fold molar excess of unlabeled *CCR2*-EE (WT competitor) or mutated *CCR2*-EE (mutated competitor) DNA was added as indicated for binding-specificity control. The binding assays were resolved by electrophoresis on 5% non-denaturing polyacrylamide gels. The dried gel was imaged using a Storm PhosphorImager (Molecular Dynamics, Sunnyvale, CA). The probe and competitor DNA sequences are listed in Supplementary file 3.

# Supplementary material for: Accurate timekeeping is controlled by a cycling activator in Arabidopsis
**Source:** eLife. 2013 Apr 30;2:e00473. doi: 10.7554/eLife.00473
**Supplement:** Supplementary file 2. — Promoters were defined as the 1500 bp region upstream of the translational start site and motifs were identified using the SCOPE motif finder (Carlson et al., 2007). Both strands were considered for calculation of significance. Background frequency was determined using all genes in the genome. (A) Up-regulated CCGs (376 genes). (B) Down-regulated CCGs (525 genes). DOI: http://dx.doi.org/10.7554/eLife.00473.015

**Supplementary file 2. Promoter motifs overrepresented in RVE8-regulated CCGs (related to Table 1).**

Promoters were defined as the 1500 bp region upstream of the translational start site and motifs were identified using the *SCOPE* motif finder (Carlson et al., 2007). Both strands were considered for calculation of significance. Background frequency was determined using all genes in the genome.

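A motif finder scores a motif against its frequency in a background, here the promoters of all genes, so short motifs can cover most of both lists. Over the 27444 annotated protein-coding genes of TAIR10.1 with a promoter of this length, 20.7% have the short EE, 9.79% the long EE and 41.3% the EE-like sequence on either strand. The G-box-like sequence covers 67.0% of them and the ME-like sequence 87.8%.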

**(A) Up-regulated CCGs (376 genes)**

| **Motif** | **Sequence** | **Count** | **Significance1** | **Coverage2** |
| --- | --- | --- | --- | --- |
| short EE | AAATATCT | 285 | 211.7 | 49.50% |
| EE-like | AATATCT | 442 | 159.7 | 65.90% |
| long EE | AAAATATCT | 162 | 155.8 | 32.80% |

**(B) Down-regulated CCGs (525 genes)**

| **Motif** | **Sequence** | **Count** | **Significance** | **Coverage** |
| --- | --- | --- | --- | --- |
| G-box-like | BACGTRD3 | 1527 | 224.7 | 82.50% |
| ME-like | CCACA | 1558 | 124 | 92.20% |

1 Significance is the negative logarithm of an expectation.

2 Coverage is the percentage of the genes in the query that contain at least one copy of the consensus sequence being examined.

3 B = C/G/T, R = A/G, D = A/G/T

# Supplementary material for: Accurate timekeeping is controlled by a cycling activator in Arabidopsis
**Source:** eLife. 2013 Apr 30;2:e00473. doi: 10.7554/eLife.00473
**Supplement:** Supplementary file 3. — DOI: http://dx.doi.org/10.7554/eLife.00473.016

**Supplementary file 3. Primers used in this study.**

References:

Alonso JM, Stepanova AN, Leisse TJ, Kim CJ, Chen H, Shinn P. 2003. Genome-wide insertional mutagenesis of Arabidopsis thaliana. Science 301:653–7. doi: 10.1126/science.1086391.

Czechowski T, Stitt M, Altmann T, Udvardi MK, Scheible WR. 2005. Genome-wide identification and testing of superior reference genes for transcript normalization in Arabidopsis. Plant Physiol 139:5–17. doi: 10.1104/pp.105.063743.

Martin-Tryon EL, Harmer SL. 2008. XAP5 CIRCADIAN TIMEKEEPER coordinates light signals for proper timing of photomorphogenesis and the circadian clock in Arabidopsis. Plant Cell 20:1244–59. doi: 10.1105/tpc.107.056655.

Martin-Tryon EL, Kreps JA, Harmer SL. 2007. GIGANTEA acts in blue light signaling and has biochemically separable roles in circadian clock and flowering time regulation. Plant Physiol 143:473–86. doi: 10.1104/pp.106.088757.

Mockler TC, Yu X, Shalitin D, Parikh D, Michael TP, Liou J. 2004. Regulation of flowering time in Arabidopsis by K homology domain proteins. Proc Natl Acad Sci USA 101:12759–64. doi: 10.1073/pnas.0404552101.

Rawat R, Takahashi N, Hsu PY, Jones MA, Schwartz J, Salemi MR. 2011. REVEILLE8 and PSEUDO-REPONSE REGULATOR5 form a negative feedback loop within the Arabidopsis circadian clock. PLoS Genet 7:e1001350. doi: 10.1371/journal.pgen.1001350.

Su T, Xu J, Li Y, Lei L, Zhao L, Yang H. 2011. Glutathione-indole-3-acetonitrile is required for camalexin biosynthesis in Arabidopsis thaliana. Plant Cell 23:364–80. doi: 10.1105/tpc.110.079145.

How the deposited data were processed for this re-analysis (not part of the article)

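RNA was sequenced from *rve8-1* (*rve8*) and *rve8-1 RVE8::RVE8:GR* (*RVE8:GR*) seedlings treated with DEX or mock solution at ZT4 and harvested at ZT8, with 3 libraries for each of the 4 groups. The condition and replicate number of each library were taken from the sample labels and the paper's methods, which give different DEX concentrations (30 mM and 30 µM). The authors deposited 1 table of raw counts per gene model for all 12 libraries. To make it, the authors filtered reads by quality with the FASTX-toolkit, removed adapters, separated the libraries by barcode, aligned the reads with BWA to the representative cDNA models of TAIR 10, merged the lanes with Samtools and counted the reads on the reverse strand. The table has no coordinates. Every column of the table was matched to a labelled sample and used.

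An empty entry (33457 in all) was read as a count of 0, since the smallest count written is 1. Of the 26245 models, 25259 have the same name in the annotation of TAIR10.1, 631 were matched by locus and 355 were not matched. The authors' build and TAIR10.1 were used together only through gene names, and all coordinates given are from TAIR10.1. Gene symbols are those of the TAIR10.1 annotation or of the paper.

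Differential expression was tested with edgeR 4.0.16 in R 4.3.3 by a quasi-likelihood test with robust dispersion estimates and TMM factors, on the 19961 models with at least 1 CPM in at least 3 libraries. The 4 groups were fitted together without covariates. A gene was called at an adjusted p-value (Benjamini-Hochberg) under 0.01, the paper's threshold, while the paper itself used edgeR's exact test. RVE8-induced genes are those higher in *RVE8:GR* + DEX than in *RVE8:GR* + mock or *rve8* + DEX without those raised by DEX in *rve8*, and RVE8-repressed genes are defined likewise in the other direction, as in the paper. Also tested were the difference between the lines after mock treatment and the difference between the lines in the response to DEX, as an interaction. The standard error of a log2 fold change was derived from the F statistic of the same test. Counts were also scaled to CPM with TMM factors, given as the mean and SD of 3 libraries. The smallest p of an exact permutation test of 3 libraries against 3 is 0.1.

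Named in the text are the genes of the paper's list of clock genes, the other clock and *RVE* genes that could be paired with a locus, *CCR2*, AT5G17220 and the reference gene *PP2A*. To these were added the 5 genes with the largest increase and the 5 with the largest decrease with DEX in *RVE8:GR* among those called in the same direction against *rve8* + DEX and changed that way in all 3 same-numbered pairs. The 3 largest in each direction with a mean of at least 5 CPM were added from the response of *rve8* to DEX, the difference between the lines after mock treatment and the interaction. Outside this rule, AT2G46670, which shares sequence with *PRR9*, and *DPE2*, *SEX4* and *LTI78* were added after their values were seen. *RVE3* and *RVE5* were not analysed here.

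Promoters are the 1500 bp upstream of the annotated start codon in TAIR10.1, which 23810 of the models in the table have. Both strands were searched for the short EE (AAATATCT), the long EE (AAAATATCT), the EE-like sequence (AATATCT), the G-box-like sequence (BACGTRD) and the ME-like sequence (CCACA). Sets were compared with the other genes tested that have a promoter by Fisher's exact test (two-sided) with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Intervals of percentages are 95% Wilson intervals. The lists of clock-controlled genes and their phases were not used here, nor were the qRT-PCR, luciferase and binding data.

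The totals were 15975840 to 21713130 counts per library, so 3 counts correspond to 0.138 to 0.188 CPM. The sharing of sequence between models was measured as the percent of 50-base stretches of a cDNA that occur in another cDNA, and a gene with at least 10% was taken as uncertain. The methods do not state how reads with several equal matches were counted. Same-numbered libraries of different groups are different plants, and the pairing used in the fit with a replicate block comes only from the replicate numbers in the sample labels.

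The alternatives tried were edgeR's exact test with 50 prior degrees of freedom, DESeq2 1.42.0 with its own size factors, library sizes without TMM factors, upper-quartile factors, no filter (26245 models), at least 10 counts in every library (19391 models), separate fits of the groups compared, the replicate number as a block, all libraries thinned to 15975840 counts, an adjusted p-value under 0.05, a change of at least 1.5-fold, other definitions of the gene sets and promoters, and leaving out each library in turn. The code was tested on simulated data in which 200 of the 19961 genes were changed. These genes had a mean of at least 5 CPM and were moved up or down by 1 on the log2 scale. All genes were given the same dispersion. Smaller changes, less abundant genes and more variable genes were not simulated, so the recovery does not measure power for them. The quasi-likelihood test, the exact test and DESeq2 each recovered 200 of the 200, and the interaction test 193 of the 200 (96.5%). They also called 3, 3, 5 and 1 genes that had not been changed. A motif planted in 100 of 200 random promoters raised the odds ratio from 0.878 to 5.69.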

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

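Of the tests in this part, the check of the line labels from *RVE8* counts was chosen only after its result was seen.

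The paper lists no genes for the lines compared after mock treatment. Its Figure 1A compares their periods, where only DEX rescued the long period of *RVE8:GR*. *RVE8:GR* + mock had 261 genes higher and 83 lower than *rve8* + mock in edgeR's quasi-likelihood test. Among the genes called with a mean of at least 5 CPM, the largest increases were those of *BAM5* (3.21 on the log2 scale), *CORI3* (2.19) and *COR15A* (1.79), and the largest decreases those of *GSTF14* (-1.48), AT1G49200 (-1.26) and *UMAMIT14* (-1.12). Of the genes higher in *RVE8:GR* + mock, 35 were lower again after DEX, and 8 of the genes lower in it were higher again. These 6 libraries have 4 splits that part the same-numbered pairs. Only the real one gave as many genes, higher or lower, and 4 splits cannot give a smaller share. That limit comes from the splits used, since the libraries are not paired. Each of the others puts libraries of both lines into each group, which adds to the spread and makes calls less likely. The other 3 splits called 0 genes, with 271 to 784 genes in each direction at an unadjusted p under 0.05, against 2120 and 1908 in the real split.

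For this difference between the lines, 344 genes were called again with every library thinned to the same total, 319 of them the same genes in the same direction, so a difference in depth does not account for it. Of the 344 genes, 294 were called again in the same direction without TMM factors, 306 with offsets for GC content and gene length, and 325 without the 20 most abundant genes. Genes that share at least 10% of their sequence with another model were not more frequent among them (odds ratio 1.08, Fisher's exact test, p = 0.767). The lowest *RVE8* level of a *RVE8:GR* library was 2.52 times the highest of a *rve8* library, which speaks against a mislabelled line. The genes do not lie together, since the fullest window of the genome held 9 of them, and random draws of the same number of genes gave a median of 9 (permutation p = 0.645 over 1000 draws). The short EE was in 47.9% of the promoters of the genes higher in *RVE8:GR* + mock, an odds ratio of 3.64 (Fisher's exact test, p = 6.1e-23), and in 37.6% when RVE8-induced genes were left out. A candidate explanation is that some RVE8-GR is active without DEX, though such activity did not rescue the period in the paper's experiment. However, leaving out each of the 6 libraries in turn gave 138 to 621 genes, and 4 of the 6 fits gave a count lower by more than 1.5 times. By this test the number of genes cannot be told apart from dependence on a single library. The test does not separate that from the loss of power with a library fewer in a group, and in the lowest fit 136 of the 138 genes were called before in the same direction.

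The response to DEX was significantly larger in *RVE8:GR* than in *rve8* for 48 genes and smaller for 189. Larger and smaller refer to the signed log2 fold change, so a smaller response can be a stronger fall. For example, *MYB29* changed by -1.10 in *RVE8:GR* and -0.48 in *rve8*. The paper subtracts gene sets and does not test this difference between the lines. Among the clock genes it was 0.97 for *PRR5*, 0.68 for *ELF4*, -1.17 for *CCA1* and -1.38 for *PRR9* on the log2 scale. It was -1.45 for AT2G46670, which shares sequence with *PRR9*. Among the other genes named it was 2.42 for AT2G16005, 2.10 for *PDF2.1*, 1.61 for *KIN1* and 1.09 for AT2G33830. It was -1.89 for *BBX16*, -1.54 for *RING1*, -1.53 for AT2G18193, -1.29 for *SAG29* and -0.62 for *MYB29*. AT2G16005 and *KIN1* were lowered by DEX in *rve8* (-1.73 and -1.76), so a larger response there is a smaller decrease or an increase. With each library left out in turn, *PRR5*, *CCA1*, *PRR9*, AT2G46670, *PDF2.1*, *BBX16*, *RING1* and AT2G18193 passed the threshold in all 12 fits, *MYB29* in 8, AT2G33830 and AT2G16005 in 4, *ELF4* and *SAG29* in 3 and *KIN1* in 2. Of 100 assignments of the groups within replicate numbers, 3 gave as many genes with a larger response and 3 as many with a smaller one, the real assignment included. Another of the 3 keeps the groups whole under other names, and the last sets all DEX against all mock libraries.

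For this difference in the response to DEX, 217 genes were called with every library thinned to the same total, 209 of them among the 237 called in the same direction before. Of the 237, 174 were called again in the same direction without TMM factors, 212 with offsets for GC content and gene length, and 232 without the 20 most abundant genes. Genes that share sequence were 5.93% of those called and 3.51% of the others (odds ratio 1.74, Fisher's exact test, p = 0.0507), so *PRR9* and AT2G46670 are to be read with that limit. The labels of the treatments were checked with a score from the genes that respond to DEX in the other line. The lowest DEX library was above the highest mock library by 0.311 in *RVE8:GR* and 0.418 in *rve8*. The short EE was in 76.6% of the promoters of genes with a larger response (odds ratio 12.8, Fisher's exact test, p = 2.32e-16), and its odds ratio was 1.14 in those with a smaller one. This is consistent with RVE8-GR activity adding to the response to DEX. However, leaving out each of the 12 libraries in turn gave as few as 126 genes, and 5 of the 12 fits gave a count lower by more than 1.5 times, so by this test the number of genes cannot be told apart from dependence on a single library. Loss of power with fewer libraries was not separated from it, and in the lowest fit 125 of the 126 genes were called before in the same direction.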

How the results depend on the processing

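The settings below were chosen before the data were examined, except the motif tests with gene lists from the fit with a replicate block or from the fits that leave out a library, and the clock genes under other thresholds, which were chosen after seeing the data. Where a result changed, the cause was not tested.

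Counts of genes moved most with the threshold and the definition. With an adjusted p-value under 0.05, *RVE8:GR* + DEX had 755 genes higher and 590 lower than *RVE8:GR* + mock, and 661 higher and 797 lower than *rve8* + DEX. DEX raised 1546 and lowered 930 in *rve8*, and there were 778 RVE8-induced and 1086 RVE8-repressed genes. After mock treatment 695 were higher and 374 lower in *RVE8:GR* than in *rve8*, and the response to DEX was larger for 132 genes and smaller for 428. With a change of at least 1.5-fold also required, the numbers in the same order were 190 and 93, 161 and 235, 287 and 78, 239 and 291, and 84 and 39, while those of the response to DEX (41 and 130) stayed within 1.5 times. Taking only genes called in both comparisons left 102 RVE8-induced and 99 RVE8-repressed genes. Of the full sets of 473 and 598, requiring the difference in response to DEX left 39 and 159, and the comparison with *RVE8:GR* + mock alone gave 245 and 234. Removing genes that respond to DEX in *rve8* in either direction (449 and 415) or that differ between the lines after mock treatment (386 and 579) kept both counts within 1.5 times.

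edgeR's exact test gave 471 genes lower in *RVE8:GR* + DEX than in *RVE8:GR* + mock against 271, 508 lowered by DEX in *rve8* against 313, and 917 RVE8-repressed genes against 598, while 639 RVE8-induced genes stayed within 1.5 times of 473. The difference between the lines after mock treatment moved under most settings, from 261 higher and 83 lower. It was 510 and 272 with the exact test, 447 and 209 with DESeq2, and 169 and 45 when only those groups were fitted. The genes lower were 148 without TMM factors, 128 with upper-quartile factors and 133 without a filter. DESeq2 also gave 89 genes with a larger and 349 with a smaller response to DEX, against 48 and 189. Neither the exact test nor a fit of only the groups compared can give that difference, so it has no value there.

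Scaling changed the balance of directions. Without TMM factors, 439 genes were higher and 417 lower in *RVE8:GR* + DEX than in *rve8* + DEX (51.3% higher), against 378 and 464 (44.9%) with them, so the larger direction changed. Against *RVE8:GR* + mock the share higher was 53.7% without TMM factors and 60.4% with them. Without TMM factors, DEX raised 520 and lowered 803 genes in *rve8*, so that 39.3% of the genes called were higher, against 71.6% with TMM factors and 59.6% with upper-quartile factors. After mock treatment, 75.9% of the genes called were higher in *RVE8:GR*, against 59.3% without TMM factors and 63.4% with upper-quartile factors. Of the genes whose response to DEX differed, 20.3% had a larger one in *RVE8:GR*, against 35.1% without TMM factors. The median log2 fold change of all genes moved by less than 0.1 in every comparison and scaling (at most to -0.0875, in *rve8* without TMM factors).

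Leaving out each of the 12 libraries in turn gave the following ranges. Against *RVE8:GR* + mock, 226 to 490 genes were higher and 142 to 335 lower, and against *rve8* + DEX 219 to 437 and 313 to 515. DEX raised 398 to 895 and lowered 114 to 506 genes in *rve8*. There were 260 to 588 RVE8-induced and 381 to 677 RVE8-repressed genes. After mock treatment 113 to 396 genes were higher and 25 to 225 lower in *RVE8:GR*, and the response to DEX was larger for 29 to 62 and smaller for 97 to 255. The number of clock genes called in the direction of their group was 9 of 10 in all 12 fits. It was 10 in the fit of only the groups compared, 7 with a change of at least 1.5-fold also required, and 9 in the other settings tried for it. Of the 4 comparisons, only the real split of the 4 that part same-numbered pairs called any genes, 1 of 4 each, and the others called 0, with 184 to 928 genes at an unadjusted p under 0.05. In 100 assignments of the 4 groups within replicate numbers, 2 gave as many RVE8-induced and 2 as many RVE8-repressed genes, the real one and one that keeps the groups whole under other names.

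The samples are not paired. The replicate numbers of different groups come from different plants, and the mean correlation of deviations from the group means was 0.043 for same-numbered libraries (18 pairs) and -0.021 for others (36 pairs). With the replicate block, 480 and 311 genes were higher and lower than in *RVE8:GR* + mock, against 414 and 271 without it. The numbers were 412 and 500 against 378 and 464 for *rve8* + DEX, and 865 and 386 against 790 and 313 for DEX in *rve8*. There were 508 RVE8-induced and 653 RVE8-repressed genes against 473 and 598. After mock treatment 302 and 132 genes were higher and lower in *RVE8:GR*, against 261 and 83. The response to DEX was larger for 61 and smaller for 199 genes, against 48 and 189. The odds ratios with the replicate block were 4.26 for the short EE, 1.51 for the G-box-like and 1.65 for the ME-like sequence, against 4.49, 1.64 and 1.73, and 9 of the 10 clock genes were called with and without it.

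The short EE had an odds ratio of 2.97 to 7.75 in RVE8-induced promoters over the settings with all libraries, lowest upstream of the transcription start, and 4.00 to 7.16 with each library left out, and it passed the threshold of Fisher's exact test in every case. The G-box-like sequence in RVE8-repressed promoters kept its direction, at 1.54 to 2.04 with each library left out and 1.45 to 1.70 over the settings with all libraries, but among genes called in both comparisons its odds ratio of 1.57 was no longer significant (Fisher's exact test, p = 0.0661). The ME-like sequence was 1.49 to 1.99 with each library left out, and higher in promoters of 1000 bp (2.18) and 500 bp (2.10) than the 1.73 of 1500 bp. Its odds ratio was not significant upstream of the transcription start (1.21, Fisher's exact test, p = 0.207) or among genes called in both comparisons (1.19, Fisher's exact test, p = 0.754).

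For single genes, 125 results were compared with 2582 alternatives, of which 2368 kept the direction and the side of the threshold, 181 lost the call, 12 gained it and 21 reversed. Without the fits that leave out a library there were 1082 alternatives, of which 29 lost the call, 7 gained it and 6 reversed. All reversals were of changes that did not pass the threshold. With a library left out, the change with DEX in *rve8* ranged from -0.20 to 0.0619 for *PRR3*, -0.22 to 0.0065 for *ELF4*, -0.50 to 0.56 for *RVE8* and -0.0405 to 0.0958 for *CCR2* on the log2 scale. The difference of *PRR9* between the lines after mock treatment was -0.0347 to 0.0475, and it was -0.0209 without TMM factors and -0.0114 with upper-quartile factors. AT5G17220 changed by -0.26 to 0.13 against *rve8* + DEX. The reference gene *PP2A* ranged from -0.0307 to 0.0457 against *RVE8:GR* + mock and from -0.0155 to 0.0581 against *rve8* + DEX. Without TMM factors it was -0.0179 against *RVE8:GR* + mock and -0.0353 with DEX in *rve8*, and -0.0018 against *RVE8:GR* + mock with upper-quartile factors. *CCR2* was -0.0464 with DEX in *rve8* without TMM factors.

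Depth limits the least abundant genes. In the shallowest library 3 counts correspond to 0.188 CPM, and *RVE8* in *rve8* libraries was at 0.601 to 2.06 CPM. Thinning every library to 15975840 counts kept all numbers of genes within 1.5 times.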

Differences from the paper's values

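The paper's list of genes lower in *RVE8:GR* + DEX than in *RVE8:GR* + mock and not lowered by DEX in *rve8* holds 353 genes, and 234 were found here. Of the alternatives set before the data were examined, edgeR's exact test (388), DESeq2 (344), library sizes without TMM factors (255), upper-quartile factors (245), no filter (275), at least 10 counts in every library (241), the replicate block (258) and an adjusted p-value under 0.05 (484) came within 1.5 times of the paper's number, as did leaving out *rve8* + mock replicate 1 (272) or 3 (284). The exact test is the test of the paper's methods. A fit of only the groups compared (217), thinning to the smallest library (217), a change of at least 1.5-fold (84) and leaving out any of the other 10 libraries (117 to 233) did not.

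The paper states that *RVE8* is repressed in response to RVE8 induction. Here the log2 fold change of *RVE8* with DEX in *RVE8:GR* was -0.66 and did not pass the threshold, with an adjusted p-value of 0.103 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 0.00611 to 0.297 over the alternatives. It was called in the fit of only the groups compared, which gave the 0.00611. *RVE8* counts were higher by 2.52 on the log2 scale than in *rve8* + DEX, so the definition of the gene sets places it among the RVE8-induced genes here, and it is in the paper's list of RVE8-induced genes and not in its list of RVE8-repressed genes. The model of the clock in Figure 6C draws *ELF3* without the mark for an EE in its promoter, and 1 copy of the short EE was found here in its 5′ UTR.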

Other observations

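No test in this part was chosen after its result was seen. The genes *DPE2*, *SEX4* and *LTI78* were singled out after their values were seen.

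Of the 598 RVE8-repressed genes, 364 were called only against *rve8* + DEX. In 350 of these DEX raised the level in *rve8*, and the median log2 fold change there was 0.388, against -0.0074 for all genes. In *RVE8:GR* 251 of them fell with DEX, with a median of -0.134. DEX raised 169 of the 364 significantly in *rve8*, and 14 of the 234 genes called against *RVE8:GR* + mock. The *rve8* + DEX libraries enter both comparisons, so shared noise could produce this pattern. When each *rve8* + DEX library in turn was left out of the calls and then used alone for the measure, the median was 0.364, 0.492 and 0.360, 0.79 to 1.07 times that of the libraries used. The median was 0.308 without TMM factors and 0.378 with offsets for GC content and gene length. Noise in the shared libraries and scaling thus do not account for it. With the offsets, which reached 0.631 on the log2 scale, 347 of the 364 genes still rose in *rve8*. This argues against GC content and length for these genes. These checks do not address how the genes were selected. Genes below *rve8* + DEX that were not called lower than *RVE8:GR* + mock are in part chosen for a rise in *rve8*, so the split itself may fix much of the contrast with the 234.

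Of the 1103 genes that changed significantly with DEX in *rve8*, which has no GR fusion, 881 (79.9%) moved the same way in *RVE8:GR*, against 61.9% of all genes tested. The correlation of the log2 fold changes across these genes, which are not independent replicates, was 0.571, against 0.242 across all genes tested, and the response of the 1103 genes in *RVE8:GR* was a median of 0.378 times that in *rve8*. The libraries of the lines are separate, so shared noise does not enter. With offsets for GC content and gene length, which reached 0.631 on the log2 scale, the share was 80.4%. A share that did not fall argues against GC content and length for these genes. The shared direction could come from an effect of DEX or of handling on both lines. In *RVE8:GR*, 206 of the genes were called the same way and 17 the other way. Among the genes called with a mean of at least 5 CPM, those with the largest changes with DEX in *rve8* were *PBS3* (2.26), *CHX17* (2.11) and *PR5* (2.10), and *EXT13* (-1.96), *KIN1* (-1.76) and AT2G16005 (-1.73).

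The frequency of the short EE in promoters of RVE8-induced genes was compared with that of the 279 other 8-base sequences made of the same bases, and 0 of them had an odds ratio as high. The highest was 2.50, for TAAATATC, which overlaps the EE, and the median was 1.09. Within bins of promoters of like AT content the pooled odds ratio was 4.11, so neither base composition nor AT-rich promoters accounts for the 4.49. Genes called in both comparisons had the short EE more often (66.3% of 101) than genes called in only 1 (48.6% of 366), an odds ratio of 2.08 (Fisher's exact test, p = 0.00164). Genes called only against *rve8* + DEX had it in 59.4%, and those called only against *RVE8:GR* + mock in 31.7%. The odds ratio was 6.18 in the 500 bp next to the start codon and 1.66 in the farthest 500 bp. Of the tested genes with 0, 1, 2 and 3 or more copies, 1.45%, 5.10%, 9.41% and 31.0% were RVE8-induced. These values suggest that number and position of the EE may bear on the response, as a hypothesis found and tested on the same genes. Among genes raised by DEX in *rve8* the odds ratio of the short EE was 1.36.

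AT5G17220, for which the paper lists qPCR primers, was highest in *RVE8:GR* + mock, at 17.4 ± 5.27 CPM (SD, n = 3). It was 5.18 ± 1.08 in *RVE8:GR* + DEX, 5.44 ± 1.22 in *rve8* + DEX and 6.34 ± 0.924 in *rve8* + mock. The log2 difference from *rve8* + mock was 1.46, and the lowest value on leaving out each *RVE8:GR* + mock library was 1.26, so no single library carries it. None of its 50-base stretches (0.0%) occurs in another cDNA. Of a list of 10 anthocyanin genes fixed before the test, 9 were expressed. All 9 were higher in *RVE8:GR* + mock than in *rve8* + mock, by 0.12 (*TT4*) to 1.63 (AT1G56650) on the log2 scale. The median of 1.10 was at percentile 100.0 of 10000 random lists of matched expression. Those lists were drawn gene by gene, while genes of a pathway can move together. The percentile therefore does not measure variation between plants. With DEX all 9 fell in *RVE8:GR*, with a median of -1.01. The same *RVE8:GR* + mock libraries enter both comparisons, so the fall is not independent of the difference between the lines. These genes may be raised together in mock-treated *RVE8:GR* plants. Depth, scaling and GC content were tested for all genes of that comparison, not for this list, and the number of genes in that comparison was not separated from dependence on a single library.

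The RVE8-induced and RVE8-repressed sets share 3 genes here, *DPE2*, *SEX4* and *LTI78*, and the paper's lists share 13. All 3 were higher in *RVE8:GR* + mock than in *rve8* + mock, by 0.84, 1.05 and 1.01 on the log2 scale. With DEX they fell by 0.34, 0.43 and 0.42 in *RVE8:GR* but stayed above *rve8* + DEX by 0.40, 0.72 and 0.68. Of the RVE8-induced genes, 228 were called only against *rve8* + DEX, and 76 of these were already higher in *RVE8:GR* + mock than in *rve8* + mock. In the paper's lists, 282 of the RVE8-repressed genes are also in its list of DEX-induced genes. Of its 583 RVE8-induced genes, 379 were called here, and 541 with edgeR's exact test. Of its 850 RVE8-repressed genes the numbers were 525 and 827.

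Other genes the paper names were measured in the same libraries. *CCR2* had 1456 ± 103 CPM (SD, n = 3) in *RVE8:GR* + DEX, 1049 ± 92.4 in *RVE8:GR* + mock, 909 ± 28.0 in *rve8* + DEX and 887 ± 83.6 in *rve8* + mock. Its log2 fold changes were 0.47 against *RVE8:GR* + mock and 0.68 against *rve8* + DEX, both past the threshold. *PRR7* rose with DEX by 0.38 in *RVE8:GR* and 0.39 in *rve8*, both past the threshold. *ELF3* rose by 0.28 and 0.23, of which only the first passed. *RVE4* was lower than in *rve8* + DEX, by -0.66, past the threshold, and *RVE6* by -0.35, which did not pass. *PP2A*, the qRT-PCR reference, was at 72.3 ± 3.97, 72.0 ± 0.935, 71.3 ± 2.22 and 69.1 ± 2.85 CPM (SD, n = 3) in the 4 groups, with log2 fold changes of at most 0.04 in the comparisons with DEX, none past the threshold.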
